# FoxO suppresses endoplasmic reticulum stress to inhibit growth of Tsc1-deficient tissues under nutrient restriction

**DOI:** 10.7554/eLife.53159

**Published:** 2020-06-11

**Authors:** Avantika Gupta, Hugo Stocker

**Keywords:** FoxO, Tsc1, ER stress, laser capture microdissection, *D. melanogaster*

## Abstract

The transcription factor FoxO has been shown to block proliferation and progression in mTORC1-driven tumorigenesis but the picture of the relevant FoxO target genes remains incomplete. Here, we employed RNA-seq profiling on single clones isolated using laser capture microdissection from *Drosophila* larval eye imaginal discs to identify FoxO targets that restrict the proliferation of Tsc1-deficient cells under nutrient restriction (NR). Transcriptomics analysis revealed downregulation of endoplasmic reticulum-associated protein degradation pathway components upon *foxo* knockdown. Induction of ER stress pharmacologically or by suppression of other ER stress response pathway components led to an enhanced overgrowth of *Tsc1* knockdown tissue. Increase of ER stress in *Tsc1* loss-of-function cells upon *foxo* knockdown was also confirmed by elevated expression levels of known ER stress markers. These results highlight the role of FoxO in limiting ER stress to regulate *Tsc1* mutant overgrowth.

## Introduction

The phosphatidylinositol 3-kinase (PI3K)/Akt/mechanistic target of rapamycin complex 1 (mTORC1) network is the central regulator of cell growth, survival, and metabolism (Manning and Toker, 2017; Saxton and Sabatini, 2017). mTORC1 integrates growth factor signaling via Akt with the intracellular nutrient and energy status to promote anabolism and suppress catabolic processes (Ben-Sahra and Manning, 2017). The key regulatory function of the network is highlighted by its deregulation leading to human cancers (Zhang et al., 2017), and the evolutionary conservation across organisms including *Drosophila melanogaster* (Engelman et al., 2006; Katewa and Kapahi, 2011). In *Drosophila*, the major tumor suppressors of this network are phosphatase and tensin homolog (Pten) and the tuberous sclerosis complex (TSC) proteins Tsc1 and Tsc2. Pten counteracts the function of PI3K by dephosphorylating the second messenger phosphatidylinositol-3,4,5-triphosphate (PIP3) to phosphatidylinositol-4,5-biphosphate (PIP2) (Klippel et al., 1997), thereby inhibiting Akt activity (Goberdhan et al., 1999). The TSC complex inactivates mTORC1 downstream of Akt (Potter et al., 2002) via its GTPase activating protein (GAP) activity towards Rheb (Saucedo et al., 2003; Stocker et al., 2003; Zhang et al., 2003). Another major downstream target of Akt is the transcription factor Forkhead box O (FoxO) (Jünger et al., 2003). However, the role of FoxO as a bona fide tumor suppressor is not established since it can also function as tumor-promoting depending on the biological context (van Doeselaar and Burgering, 2018). This underscores the importance of understanding the regulation of FoxO and the downstream signaling in a particular context of interest (Brown and Webb, 2018).

Using an early tumorigenesis model in *Drosophila*, we have shown that the loss of Tsc1 leads to an enhanced overgrowth of eye imaginal discs in larvae raised under nutrient restriction (NR) (Nowak et al., 2018). This overgrowth is primarily hypertrophic in nature. Loss of Tsc1 induces hyperactivation of mTORC1 and an S6K-dependent negative feedback to insulin signaling. This causes downregulation of Akt and an increased nuclear localization of FoxO, resulting in growth inhibition. Suppression of FoxO function in *Tsc1* mutant cells results in massively overgrown tissues that show ectopic differentiation, demonstrating a role of FoxO in regulating proliferation and differentiation of these hyperactive mTORC1 cells. However, the specific FoxO targets crucial for growth regulation remained elusive.

The *Drosophila* eye imaginal disc is composed of different populations of mitotically active and differentiating cells. Given the context and cell-type specificity of FoxO (Webb et al., 2016), investigation for its targets is required to be performed in specific cells under conditions being studied. The laser capture microdissection (LCM) technique has emerged as a useful tool for isolation of distinct cells of interest (Iyer and Cox, 2010; Vicidomini et al., 2010) but a comprehensive analytical study has not been described previously in *Drosophila*. Here, we use transcriptome profiling of single mutant clones isolated using LCM from larval eye imaginal discs. Our results identify downregulation of ER stress as a key mechanism downstream of FoxO to inhibit *Tsc1* mutant overgrowth under NR.

## Results

### Transcriptomics analysis to identify FoxO targets in *Tsc1* mutant cells under NR

FoxO restricts the growth of tissues with high mTORC1 activity under NR (Nowak et al., 2018). To identify FoxO targets essential for this growth regulation, we performed RNA-seq transcriptome profiling of *Tsc1* mutant cells, with or without *foxo* knockdown, using our previously described model of early tumorigenesis in *Drosophila* larval eye imaginal discs. 

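The RNA-seq data comprised 31 libraries, each from 1 clone of about 50 cells that was excised by laser from the eye imaginal disc, the larval epithelium that forms the adult eye. The clones were wild-type (wt), wt with foxo knockdown, Tsc1 mutant, or Tsc1 mutant with foxo knockdown, and came from larvae on normal food at 108 hr after egg laying (AEL) or under nutrient restriction (NR) at 156 hr AEL, which gave 8 groups. Each group had 4 libraries, except foxo knockdown in wt clones under NR with 3. The RNAi transgene against foxo was switched on by a 12 hr shift to 30°C, at which Gal80ts, an inhibitor of the Gal4 activator, loses its function. Clones without knockdown stayed at 25°C, so each comparison of knockdown with no knockdown was also a comparison of 30°C with 25°C. The authors prepared the libraries with a kit for low input, mapped the reads to the BDGP6 genome with STAR, counted them per gene with featureCounts, and deposited the estimated counts without normalization. Of the deposited values, 17.1% were not whole, and all were rounded to whole numbers for the tests. Total counts per library ranged from 2597196 to 13316136 with a median of 9654225. Under NR, they ranged from 7092104 to 10935303 (median 9719251) in wt clones, from 5701032 to 11242332 (median 9724622) in wt clones with foxo knockdown, from 8897224 to 13316136 (median 11394838) in Tsc1 clones, and from 9389734 to 12400473 (median 10410608) in Tsc1 clones with foxo knockdown. On normal food, they ranged from 2597196 to 12613440 (median 9289131) in wt clones, from 7427605 to 8814819 (median 7991765) in wt clones with foxo knockdown, from 8232312 to 12755572 (median 9700700) in Tsc1 clones, and from 7832047 to 11647116 (median 9235460) in Tsc1 clones with foxo knockdown. Ribosomal RNA genes took between 33.7% and 64.7% of the counts of a library. The paper used 29 samples, the ones that passed its quality control. The positions in its multidimensional scaling plot (Figure 1—figure supplement 1A) matched the plot computed without replicate 4 of wt on normal food and replicate 3 of foxo knockdown in wt clones under NR (root mean square difference 0.105, against 1.46 for the next best of 12 pairs of omitted libraries). The first of these libraries had 2597196 counts on 6403 genes, and the second had 5701032 counts on 4410 genes. Values are given over the 29 libraries and, where stated, over all 31 as well. Differential expression was tested with edgeR's quasi-likelihood test after TMM normalization in one fit of all 8 groups, with Benjamini-Hochberg adjustment over the 13524 genes that passed edgeR's expression filter in the 29 libraries (12024 genes in the 31). A gene was called upregulated or downregulated at an adjusted p under 0.2 and a log2 fold change (FC) over 0.8 in size.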

The mutant cells were isolated in a spatially and temporally controlled manner to address the context specificity and high number of FoxO targets (Webb et al., 2016). To profile strictly the mitotically active cells and to avoid false-positive FoxO targets from different cell types, the LCM technique was used to isolate single clones from the mitotically active part anterior to the morphogenetic furrow in the eye disc (spatial control) of wandering third instar larvae (temporal control). The MARCM (Lee and Luo, 2001) and Gal80^ts^ systems were combined to gain a temporal control on the expression of *foxo-RNAi* specifically in mutant clones (Figure 1A). Evaluating the nuclear FoxO antibody staining in *Tsc1* mutant cells (Manning et al., 2005) in time-course experiments revealed that a 12 hr shift was sufficient to achieve an adequate *foxo* knockdown (Figure 1B and B’). The knockdown of *foxo* for a short duration limited the detection of secondary transcriptional targets, as illustrated earlier (Gan et al., 2010).

**Figure 1.**
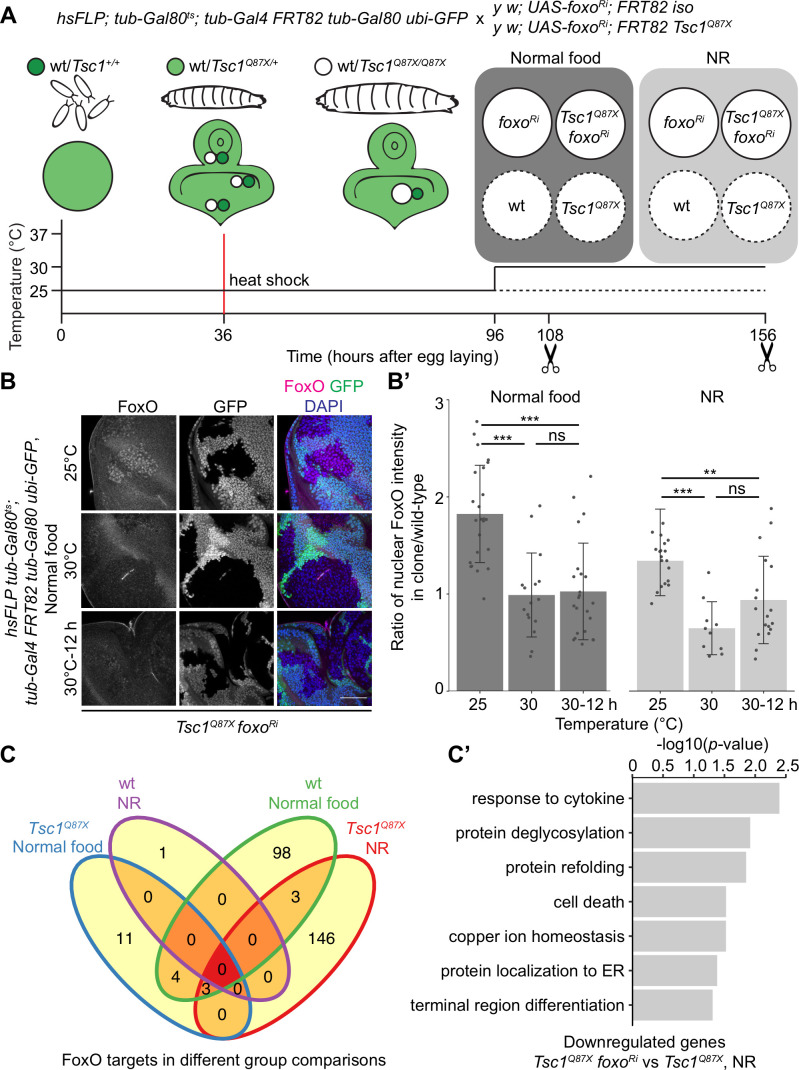
Transcriptomics analysis to identify FoxO targets in *Tsc1* mutant cells. (**A**) Schematic of the experimental setup to generate temporal knockdown of *foxo* in wild-type or *Tsc1* mutant clones, and isolation of single clones using LCM at 108 hr after egg laying (AEL) from normal food and 156 hr AEL from NR. Solid or dashed lines represent clones isolated from larvae shifted to 30°C for 12 hr or maintained at 25°C, respectively. (**B**) FoxO staining of eye imaginal discs with *Tsc1* mutant clones dissected from larvae raised on normal food at 25°C, 30°C or shifted from 25°C to 30°C for 12 hr. Clones are negatively marked by GFP, and DAPI stains nuclei. Scale bar = 50 µm. (**B’**) Quantification of ratio of nuclear FoxO intensity in *Tsc1* mutant clone over wild-type from larvae raised on normal food or NR at temperatures described in B. n > 9. Data are represented as mean ± SD. **p<0.01, ***p<0.001 and ns = not significant. (**C**) Venn diagram depicting number of genes, upregulated and downregulated, between all conditions tested. p<0.0025 and FDR < 0.2. (**C’**) Gene ontology analysis of the downregulated genes in *Tsc1* mutant cells upon *foxo* knockdown as compared to *Tsc1* mutant cells under NR.

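Knockdown of foxo was compared with no knockdown at the same genotype and food in 4 pairs of groups. In Tsc1 clones on normal food, 8 genes were upregulated and 0 were downregulated over the 29 libraries, with 1031 genes at an unadjusted p under 0.05, against 4 and 0 over the 31 libraries, with 606 at an unadjusted p under 0.05. In wt clones on normal food, 1 gene was upregulated and 10 were downregulated over the 29 libraries, against 0 and 2 over the 31, with 850 at an unadjusted p under 0.05. In wt clones under NR, 0 genes were called over the 29 libraries, with 498 at an unadjusted p under 0.05, against 397 upregulated and 45 downregulated genes over the 31. Both genes called over the 31 libraries in wt clones on normal food, Art1 and msd1, had high counts in the unused replicate 4 of wt on normal food, with 26555 CPM of Art1 and 9141 CPM of msd1. The median log2 FC of all tested genes upon knockdown in wt clones under NR was −0.46 over the 31 libraries and −0.12 over the 29. The counts depended on single libraries. Without replicate 1 of Tsc1 clones on normal food, 1 gene was called in Tsc1 clones over the 29 libraries and 0 over the 31. In wt clones on normal food, 96 genes were called over the 29 libraries without replicate 1 of the wt clones and 0 without replicate 3, and over the 31 libraries 19 were called without replicate 1 and 0 without replicate 4. In wt clones under NR, the 31 libraries gave 0 called genes without replicate 2 of the wt clones and 927 without replicate 1 of the knockdown clones. Among the alternatives, DESeq2's Wald test moved the counts over the 29 libraries furthest, to 66 in Tsc1 clones on normal food, 52 in wt clones under NR and 172 in wt clones on normal food. The white gene (w, FBgn0003996, chromosome X, 2790599 to 2796466, − strand, BDGP6.54 annotation) had the smallest p on normal food in Tsc1 clones, with 271 ± 88.6 normalized counts (CPM, counts scaled to library size; SD, n = 4) upon knockdown and 19.7 CPM (n = 4) without it. Its log2 FC was 3.78 (standard error 0.58, adjusted p = 0.00545 from edgeR's quasi-likelihood test), and over the 31 libraries it was 3.77 (adjusted p = 0.573). It was called in wt clones on normal food over the 29 libraries as well, at 184 ± 132 CPM (SD, n = 4) against 24.2 ± 1.24 CPM (SD, n = 3), whereas the unused replicate 4 of wt on normal food had 971 CPM. Its log2 FC there was 2.93 over the 29 libraries (adjusted p = 0.143) and −0.48 over the 31 (adjusted p = 0.971). In all 4 comparisons of the 29 libraries, each library at 30°C had a higher w level than each library at 25°C, and over the 31 libraries this held in 2. Between the called genes of Tsc1 clones under NR and on normal food, w was the only gene shared over the 29 libraries, and over the 31 there was none. Among the other genes called in Tsc1 clones on normal food, Hsp70Ba had a log2 FC of 6.01 (adjusted p = 0.0597) and Hsp70Ab one of 4.74 (adjusted p = 0.0670), and both are uncertain because the Hsp70 genes are near-identical copies. CG15093 was the downregulated gene with the smallest p in wt clones on normal food, with a log2 FC of −2.51 over the 29 libraries (standard error 0.42, adjusted p = 0.0277) and −2.26 over the 31 (adjusted p = 0.487). The difference of the knockdown effect in Tsc1 clones between NR and normal food was significant for 0 genes over the 29 libraries, with 699 at an unadjusted p under 0.05, and for 0 over the 31, with 377. The difference of the knockdown effect between Tsc1 and wt clones under NR was significant for 0 genes over the 29 libraries, with 556 at an unadjusted p under 0.05, and for 0 over the 31, with 1034.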

**Figure 1—figure supplement 1.**
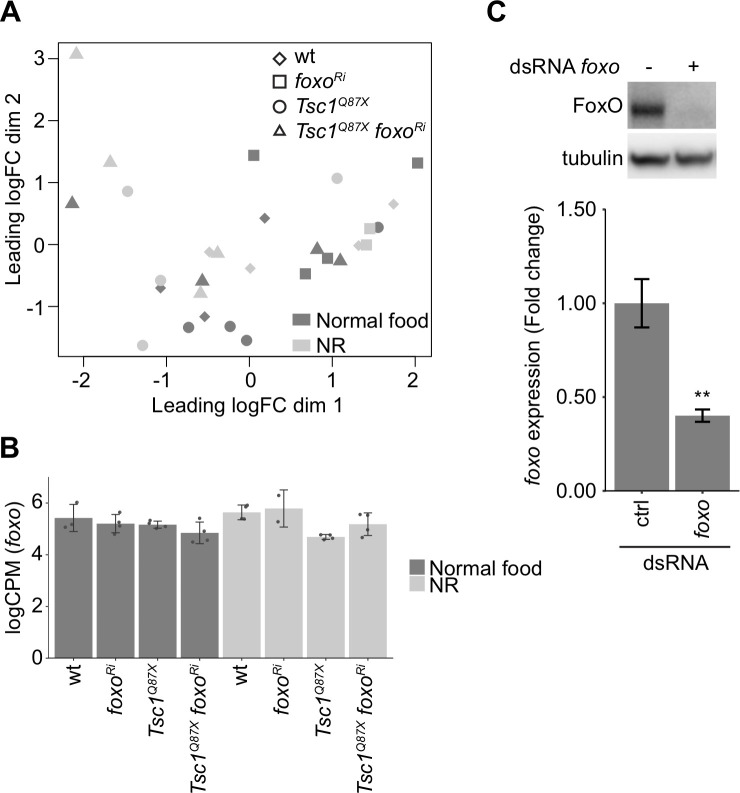
Validation of RNA-seq data. (**A**) Multidimensional scaling plot of log counts per million (CPM) of ctrl and *Tsc1* mutant cells, with or without *foxo* knockdown, from different food conditions. (**B**) *foxo* expression levels in indicated conditions. Data are represented as mean ± SD. (**C**) Immunoblot and RT-qPCR analysis of Kc167 cells transfected with dsRNA against ctrl or *foxo*. n = 3. Data are represented as mean ± SD. **p<0.01.

**Figure 1—figure supplement 2.**
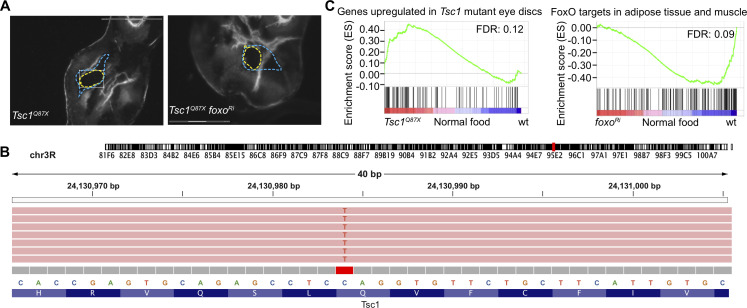
Contamination status of isolated clones. (**A**) Representative images of isolated *Tsc1^Q87X^* and *Tsc1^Q87X^ foxo^Ri^* clones. Blue dashed lines mark the GFP-negative clones from which the selected clones (outlined in yellow) were isolated. Scale bar = 150 µm. (**B**) Mapping of sequences from *Tsc1^Q87X^ foxo^Ri^* cells isolated from a larva raised under NR to the *Tsc1* locus at the position of Q87X point mutation using Integrative Genomics Viewer (Robinson et al., 2011). (**C**) GSEA plots depicting correlation between differentially expressed genes in *Tsc1* mutant cells as compared to wild-type on normal food and genes upregulated in *Tsc1* mutant eye discs (Harvey et al., 2008), and differentially expressed genes in wild-type versus *foxo* knockdown cells on normal food and FoxO targets (Teleman et al., 2008).

Using the above-mentioned techniques, four single clones each were captured for isogenic control and *Tsc1* mutant cells, with or without *foxo* knockdown, from larvae raised on normal food and NR. *foxo* knockdown was achieved by shifting larvae to the restrictive temperature (30°C) 12 hr before dissection, and complementary control clones were isolated from siblings raised at 25°C. Analysis was done on 29 samples that passed quality control. Clustering on normalized gene counts showed high variability among the biological replicates (Figure 1—figure supplement 1). This can be explained by the small starting material for library preparation (Bhargava et al., 2015) and an absence of pooling of multiple samples to average the individual organismal differences. 

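The distance between 2 libraries was computed as in a multidimensional scaling plot, as the root mean square difference of log2 CPM over the 500 genes that differed most in that pair. Over the 29 libraries, it was 4.35 ± 0.741 (SD, 40 pairs) between replicates of a group and 4.51 ± 0.736 (SD, 366 pairs) between libraries of different groups, a ratio of 0.966 (permutation test of the group labels, 1-sided p = 0.0194). Replicates were thus closer than libraries of different groups by 0.155, which is less than the SD of either. Over all 31 libraries, the distances were 4.60 (45 pairs) and 4.81 (420 pairs), a ratio of 0.956 (permutation test, 1-sided p = 0.00358). With all tested genes in place of 500, the alternative that moved the distances most, they were 1.48 and 1.54 over the 29 libraries (permutation test, 1-sided p = 0.0384). The nearest library was of the same group for 8 of the 29 libraries and for 9 of the 31. By group, the mean distance between replicates over the 29 libraries ranged from 3.47 in the 1 pair of foxo knockdown in wt clones under NR to 5.07 in Tsc1 clones with foxo knockdown under NR. With the unused libraries, it rose to 6.47 in foxo knockdown in wt clones under NR and from 4.61 to 5.71 in wt clones on normal food.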

Interestingly, a reduction in *foxo* transcripts was not observed in the knockdown samples (Figure 1—figure supplement 1). 

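The targeted gene foxo (FBgn0038197, chromosome 3R, 14056945 to 14087978, + strand, BDGP6.54 annotation) had between 143 and 794 counts per library. In Tsc1 clones under NR, its level was 5.31 ± 0.38 log2 CPM (SD, n = 4) upon knockdown and 4.83 ± 0.10 (SD, n = 4) without it, a log2 FC of 0.55 over the 29 libraries (standard error 0.28, exact permutation test, 2-sided p = 0.0571) and 0.54 over the 31 (exact p = 0.0857). In Tsc1 clones on normal food, it was 4.93 ± 0.40 (SD, n = 4) against 5.18 ± 0.12 (SD, n = 4), a log2 FC of −0.23 (exact p = 0.257) and −0.25 over the 31 libraries (exact p = 0.257). In wt clones on normal food, it was 5.27 ± 0.30 (SD, n = 4) against 5.48 ± 0.61 (SD, n = 3), a log2 FC of −0.29 (exact p = 0.6), and −0.43 over the 31 libraries (exact p = 0.286). In wt clones under NR, it was 5.82 ± 0.71 (SD, n = 2) against 5.68 ± 0.26 (SD, n = 4), a log2 FC of 0.22 (exact p = 0.733), and −0.02 over the 31 libraries (exact p = 0.8). The smallest p the exact test allows is 0.0286 with 4 libraries against 4 or against 3, and 0.0667 with 2 against 4. The unused libraries had 67.8 CPM of foxo in replicate 4 of wt on normal food and 32.1 CPM in replicate 3 of foxo knockdown in wt clones under NR. The adjusted p from edgeR's quasi-likelihood test was between 0.803 and 0.960 in the 4 comparisons of the 29 libraries. No comparison thus separated knockdown from control beyond the spread between replicates. The direction in wt clones on normal food rested on 1 library, as the log2 FC was 0.13 over the 29 libraries without replicate 1 of the wt clones. The direction in wt clones under NR over the 31 libraries changed with the normalization, up to a log2 FC of 3.05 with upper-quartile normalization.

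**Figure D1:**
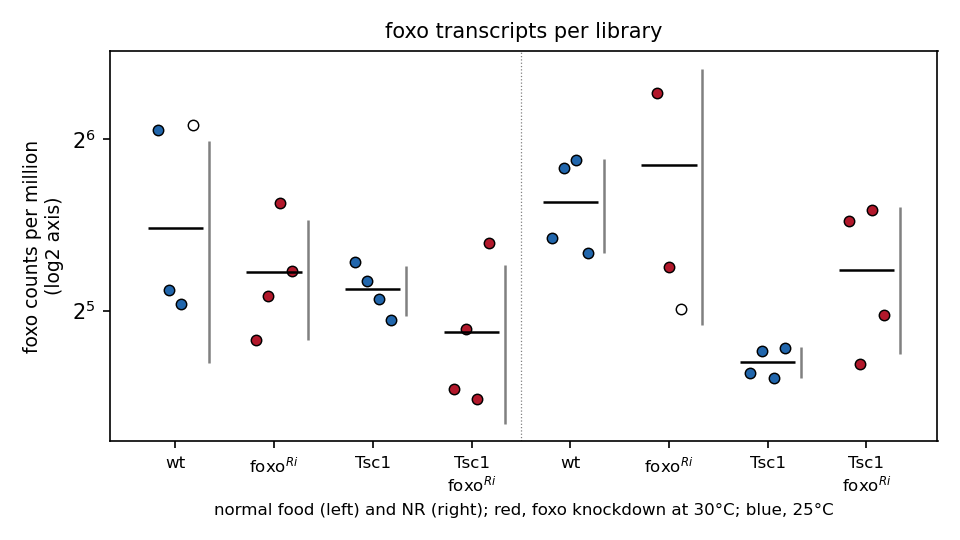
foxo transcript level in CPM (log2 axis) for each of the 31 libraries, on normal food (left) and under NR (right). Dots are libraries with foxo knockdown at 30°C (red) or without it at 25°C (blue), open circles are the 2 libraries the paper did not use, the black line is the mean and the grey line ± SD over the 29 libraries. Libraries with knockdown overlap with those without it in each of the 4 comparisons.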

A similar partial loss of transcripts accompanied by a significant loss of protein (Figure 1—figure supplement 1) was observed in Kc167 cells, suggesting the presence of a transcriptionally-activating feedback upon *foxo* knockdown or a direct effect on the translational capacity (Doench et al., 2003). Representative images of isolated *Tsc1* mutant clones with and without *foxo* knockdown are presented to support that the processed cell populations were not contaminated with GFP-positive non-clonal tissue (Figure 1—figure supplement 2). This is further substantiated by the presence of 100% mutant transcripts (*Tsc1^Q87X^* where codon CAG at position 3R:24,130,984 is substituted by TAG) in the *Tsc1* mutant clones (example in Figure 1—figure supplement 2). 

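Tsc1 (FBgn0026317) lies on chromosome 3R of the BDGP6.54 annotation from 24130307 to 24134654 on the + strand. Position 24130984 lies in exon 3 (24130820 to 24131076) of transcript FBtr0084546, within the coding sequence, and is base 1 of codon 87. The reads across this position were not analysed here, as the counts are per gene and do not tell the alleles apart. On normal food, Tsc1 had 24.8 ± 13.1 CPM (SD, n = 4) in Tsc1 clones and 22.5 ± 6.14 CPM (SD, n = 3) in wt clones, a log2 FC of 0.14 (standard error 0.32, exact permutation test, 2-sided p = 0.886), so the level of the transcript did not separate the genotypes on this food. Over all 31 libraries, the log2 FC was −0.69 (standard error 0.67, exact permutation test, 2-sided p = 0.543), with 93.8 CPM in the unused replicate 4 of wt on normal food. Under NR, Tsc1 had 19.1 ± 2.21 CPM (SD, n = 4) in Tsc1 clones and 29.6 ± 8.73 CPM (SD, n = 4) in wt clones, with each Tsc1 library below each wt library (exact permutation test, 2-sided p = 0.0286, the smallest that 4 against 4 allow). There, Tsc1 clones had between 217 and 251.1 counts on Tsc1 per library, and those with foxo knockdown between 171 and 325. The unused replicate 3 of foxo knockdown in wt clones under NR had 0 counts on Tsc1.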

Finally, gene set enrichment analysis (GSEA) (Subramanian et al., 2005) showed enrichment of genes upregulated in *Tsc1* mutant discs (Harvey et al., 2008) as well as FoxO targets from adipose tissue and muscle (Teleman et al., 2008) in corresponding lists of differentially expressed genes (Figure 1—figure supplement 2).

Differential gene expression analysis of *Tsc1* mutant cells, with or without *foxo* knockdown, under NR revealed 24 downregulated and 128 upregulated genes (ANOVA, logFC > 0.8 and FDR < 0.2, Figure 1C) in the absence of *foxo*. 

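Over the 29 libraries, 111 genes were upregulated and 7 downregulated upon foxo knockdown in Tsc1 clones under NR, and 849 genes had an unadjusted p under 0.05 where 676.2 are given by chance. Of the 35 ways to split the 8 libraries into groups of 4, the real one included, 11 gave at least 849 such genes. This excess was thus within the range of other splits. By called genes, only the real split reached 118, and the largest count in another split was 90. With all 31 libraries, 5 of the 35 splits, the real one included, gave at least the 8 called genes of the real one. Over all 31 libraries, 8 genes were upregulated and 0 downregulated, with 347 at an unadjusted p under 0.05 where 601.2 are given by chance. Neither unused library belongs to the groups compared, and they entered only the shared filter, normalization and estimate of the spread. The biological coefficient of variation was 0.858 in the 29 libraries and 0.921 in the 31. The paper names edgeR but not which of its tests gave its counts. With edgeR's likelihood ratio test or DESeq2's Wald test over the 29 libraries, the number of downregulated genes came closer to the paper's. Both were combined with these libraries only after seeing the values. Of the alternatives over the 29 libraries, leaving snoRNA and snRNA genes out of the table moved the number most, to 9 upregulated and 0 downregulated genes. Leaving out each of the 8 libraries in turn gave between 9 called genes without replicate 2 of the Tsc1 clones and 151 without replicate 2 of the knockdown clones. The number was 11 without replicate 4 of the Tsc1 clones, 25 without their replicate 1, 51 without their replicate 3, and 34 without replicate 3 of the knockdown clones. It was between 0 and 15 over the 31 libraries, with 0 in the fits without any 1 of the 4 Tsc1 replicates or without replicate 3 of the knockdown clones. Of the 111 upregulated genes, 17 had over 90% of their CPM in 1 library, and 15 of these were in replicate 3 of the knockdown clones. With the 31, this held for 6 of the 8 upregulated genes, all in that replicate. The gene w had a log2 FC of 3.29 (standard error 0.57, adjusted p = 0.00982 from edgeR's quasi-likelihood test) over the 29 libraries and 3.27 over the 31 (adjusted p = 0.668). The paper carries the genes downregulated in the absence of foxo forward as FoxO targets, tests them for an effect on Tsc1 mutant overgrowth in vivo, and from the candidates that score there turns to the ER stress response.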

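The 7 downregulated genes of the 29 libraries were CG40472, Rpt5, Hexo1, CG2865, Ptp4E, grnd and CG8860. CG40472 (FBgn0085736, chromosome 3L, 24927130 to 24927710, + strand) fell from 17.0 ± 4.25 CPM (SD, n = 4) in Tsc1 clones under NR to 4.73 ± 1.00 CPM (SD, n = 4) upon foxo knockdown, a log2 FC of −1.85 (standard error 0.46, adjusted p = 0.1203 from edgeR's quasi-likelihood test). Rpt5 (FBgn0028684, chromosome 3R, 23752876 to 23754623, + strand), which encodes a subunit of the proteasome, fell from 72.5 ± 12.1 to 38.9 ± 14.7 CPM (SD, n = 4 each), a log2 FC of −0.90 (standard error 0.23, adjusted p = 0.1203). Hexo1 (FBgn0041630, chromosome 3L, 4288641 to 4291211, + strand), which encodes a hexosaminidase, fell from 48.7 ± 8.19 to 25.8 ± 7.37 CPM (SD, n = 4 each), a log2 FC of −0.92 (standard error 0.24, adjusted p = 0.163). CG2865 had a log2 FC of −1.13 (adjusted p = 0.174), Ptp4E of −0.93 (adjusted p = 0.175), grnd of −0.92 (adjusted p = 0.179) and CG8860 of −0.80 (adjusted p = 0.1898). None of them was called over all 31 libraries, each at an adjusted p of 1. The number of downregulated genes over the 29 libraries was 0 without replicate 1, 2 or 4 of the Tsc1 clones, 1 without replicate 3 of the knockdown clones and 20 without replicate 4 of the knockdown clones. Annotation of biological processes was not used here.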

Gene Ontology analysis of the downregulated genes showed enrichment in various biological processes such as protein deglycosylation, protein refolding, and protein localization to ER (Figure 1C’), and these genes have been further validated (see below). 

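Among the 111 genes upregulated upon foxo knockdown in Tsc1 clones under NR over the 29 libraries, 79 (71.2%) were snoRNA or snRNA genes, which made up 282 of the 13524 tested genes, or 2.09% (Fisher's exact test, p = 5.22e-111). The others were 20 protein-coding, 9 ribosomal RNA and 2 tRNA genes and 1 other. With all 31 libraries, 2 of the 8 upregulated genes were snoRNA or snRNA genes (25%, Fisher's exact test, p = 0.0138). Across the alternatives over the 29 libraries, the share was lowest without the expression filter, at 64.1%, and highest with only the groups compared in the fit, at 84.2%.
Of the 282 genes, 267 had a log2 FC above 0, with a median of 1.22. As a set they were higher at an adjusted p of 1.72e-85 with camera at a preset correlation of 0.01, 0.00170 with an estimated correlation and 0.00295 with fry. With all 31 libraries, the median was 1.21 and 264 of 280 genes were above 0 (adjusted p = 2.22e-70, 0.00589 and 0.0836 in the same order). The upregulated gene with the smallest p was snoRNA:Psi28S-1135f (FBgn0083007, chromosome X, 17145384 to 17145534, − strand), with 255 ± 71.1 CPM (SD, n = 4) upon knockdown and 70.3 ± 12.4 CPM (SD, n = 4) without it, a log2 FC of 1.86 (standard error 0.29, adjusted p = 0.00897 from edgeR's quasi-likelihood test) and 1.85 over the 31 libraries (adjusted p = 0.0529). A scaRNA gene (FBgn0263474, chromosome 2L, 21177040 to 21177176, − strand) rose from 13.9 ± 2.50 to 49.6 ± 8.00 CPM (SD, n = 4 each), a log2 FC of 1.83 (adjusted p = 0.00982) and 1.82 over the 31 libraries (adjusted p = 0.167). A snoRNA gene (FBgn0065058, chromosome 3L, 5763345 to 5763422, − strand) had a log2 FC of 2.46 (adjusted p = 0.00982) and snoRNA:Psi28S-3385b (FBgn0082961, chromosome 3R, 5596201 to 5596340, − strand) one of 2.05 (adjusted p = 0.0101), and neither was called over the 31 libraries. Of the 289 snoRNA and snRNA genes in the table, 246 lie within a host gene, so their counts are uncertain where reads of the host overlap them. Genes for tRNA rose as well, with a median log2 FC of 1.34 and 153 of 170 genes above 0 over the 29 libraries, and 1.25 with 131 of 144 above 0 over the 31.
The snoRNA and snRNA genes took 9.74% ± 1.22 (SD, n = 4) of the counts outside ribosomal RNA and unmatched genes in Tsc1 clones with foxo knockdown under NR and 5.08% ± 0.644 (SD, n = 4) in Tsc1 clones under NR (exact permutation test, 2-sided p = 0.0286, the smallest that 4 against 4 allow). On normal food, the shares were 5.12% ± 0.183 (SD, n = 4) and 4.35% ± 1.16 (SD, n = 4; exact permutation test, 2-sided p = 0.229). For the difference of the list's change in Tsc1 clones between NR and normal food, the median log2 value was 1.07 over the 29 libraries, at an adjusted p of 0.101 with fry in limma. In wt clones under NR, the shares were 7.74% ± 1.73 (SD, n = 2) upon knockdown and 6.75% ± 0.930 (SD, n = 4) without it (exact permutation test, 2-sided p = 0.4), and the unused replicate 3 of the knockdown clones had 8.78%. In wt clones on normal food, they were 6.76% ± 1.35 (SD, n = 4) and 7.06% ± 0.293 (SD, n = 3; exact permutation test, 2-sided p = 0.8286), and the unused replicate 4 of the wt clones had 4.19%. As a list, the genes had a median log2 FC of 0.45 upon knockdown in wt clones under NR, with 232 of 282 above 0 (adjusted p = 1.14e-15 with camera, 0.341 with an estimated correlation and 0.296 with fry), and 0.24 over the 31 libraries. In wt clones on normal food, the median was −0.28, with 83 of 282 above 0 (adjusted p = 1.54e-06, 0.457 and 0.322 in the same order), and −0.10 over the 31.

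**Figure D2:**
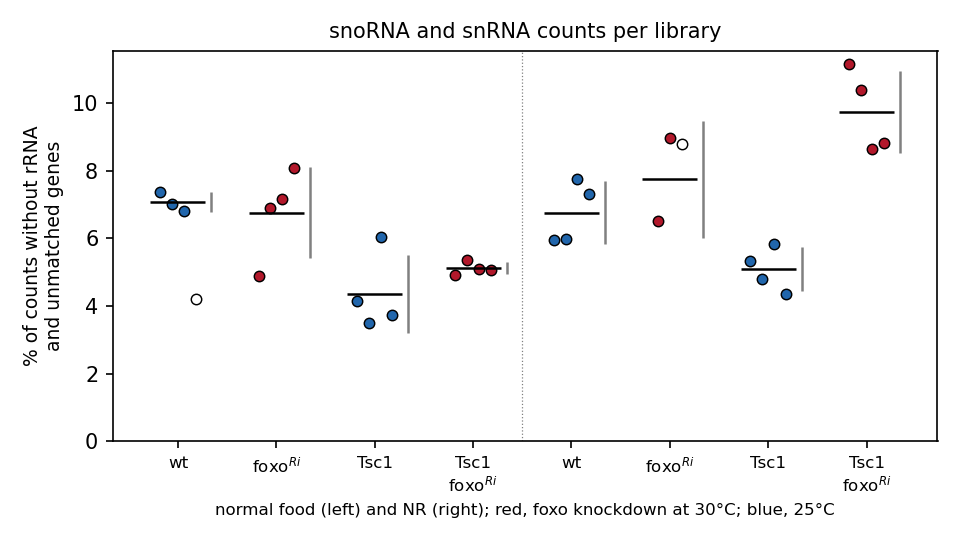
Percent of counts on snoRNA and snRNA genes, out of counts outside ribosomal RNA and unmatched genes, for each of the 31 libraries, on normal food (left) and under NR (right). Dots are libraries with foxo knockdown at 30°C (red) or without it at 25°C (blue), open circles are the 2 libraries the paper did not use, the black line is the mean and the grey line ± SD over the 29 libraries. The 4 libraries of Tsc1 clones with foxo knockdown under NR lie between 8.64% and 11.1%, above the 4 of Tsc1 clones under NR, which lie between 4.35% and 5.84%.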

From the 128 upregulated genes, more than half code for small nucleolar RNAs (snoRNAs), and associated small nuclear RNAs (snRNAs).

### In vivo validation of downregulated genes in *Tsc1* mutant cells upon *foxo* knockdown identifies endoplasmic reticulum-associated protein degradation (ERAD) pathway components as top hits

The downregulated genes in *Tsc1* mutant cells upon *foxo* knockdown were validated functionally for their regulation of *Tsc1* mutant overgrowth, similar to FoxO, in an in vivo RNAi assay. Different RNAi lines for 24 candidates (Figure 2A) were crossed to a tester line utilizing the eye-specific FLP-out system (Struhl and Basler, 1993) with *Tsc1-RNAi. foxo* knockdown led to a significant size increase of *Tsc1* knockdown eyes as compared to the control (Figure 2B). Co-knockdown of eight candidate genes using different RNAi lines consistently enhanced the overgrowth of *Tsc1* knockdown eyes. Candidates that scored positive were also assessed in a wild-type background to eliminate additive growth effects with loss of *Tsc1* (Figure 2C). Knockdown of four candidate genes did not affect eye size (statistically not significant data highlighted in red) in the wild-type background, indicating that the growth effect was specific to the loss of *Tsc1*. A weak knockdown transgene of *Tsc1* was used in the above assays because a combined knockdown of *Tsc1* and *foxo* is larval lethal (Nowak et al., 2018). The effect on eclosion upon knockdown of the candidates with *Tsc1* using the strong knockdown allele was also quantified (Figure 2—figure supplement 1).

**Figure 2.**
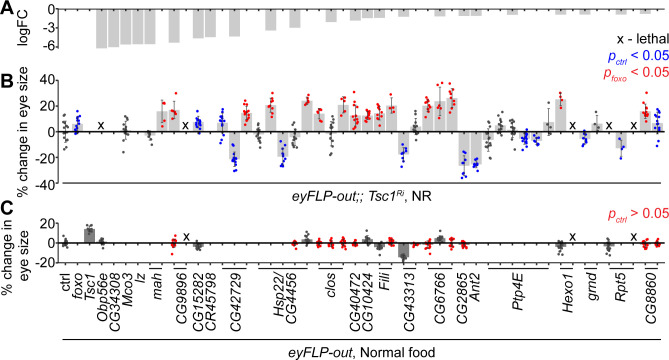
In vivo RNAi assay to validate downregulated genes in *Tsc1* mutant cells upon *foxo* knockdown. (**A**) log fold change (FC) of downregulated genes in *Tsc1* mutant cells with *foxo* knockdown versus *Tsc1* mutant cells under NR. (**B**) Percentage change in adult eye size upon knockdown of candidate genes in *Tsc1* knockdown background under NR. n > 3. Blue or red points represent a significant (p<0.05) change as compared to ctrl or *foxo* knockdown, respectively. The RNAi lines are ordered as in the Materials and methods. (**C**) Percentage change in adult eye size upon knockdown of candidate genes in wild-type background on normal food. n > 9. Red points represent a non-significant (p>0.05) change as compared to ctrl. Data are represented as mean ± SD.

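Of the 24 candidates, 23 were in the table and tested over the 29 libraries (mah was not analysed here), and 21 over the 31. Each of them had a log2 FC below 0 upon foxo knockdown in Tsc1 clones under NR in both sets of libraries, with a median of −1.85 over the 29 libraries and −1.49 over the 31. Over the 29 libraries, 7 were called with adjustment over all tested genes and 22 when adjusted over the list alone, and over the 31 libraries 0 and 21. The count adjusted over the list alone is not independent evidence, since the study chose the list on these libraries. The candidate that was not called over the list, CG42729, is uncertain, because the fly line list of the methods prints CG42749 where Figure 2A prints CG42729. CG42729 had at most 16 counts in a library of these groups and a log2 FC of −2.28 (standard error 2.15, adjusted p = 0.987), whereas CG42749 had one of −4.41 over the 29 libraries (standard error 1.38, adjusted p = 0.321) and −4.37 over the 31 (adjusted p = 1). The number called over the 29 libraries was 20 with edgeR's likelihood ratio test in place of its quasi-likelihood test, and it was 0 without replicate 1, 2 or 4 of the Tsc1 clones or replicate 3 of the knockdown clones. For Obp56e, CG34308, Mco3, CG9896, CG15282 and asRNA:CR45798, each knockdown library had at most 3 counts, so that only a lower bound can be given, which was smallest for Mco3, at least 2.18-fold lower, and largest for CG15282, at least 7.13-fold lower. With these 6 genes at their bound, the median over the 23 candidates was −1.46 (−1.45 with 5 such genes over the 31 libraries). The other 17 candidates had log2 FCs between −5.79 and −0.80. lz (FBgn0002576, chromosome X, 9284649 to 9303636, + strand) had 0.361 CPM upon knockdown and 18.4 ± 35.7 CPM (SD, n = 4) without it, a log2 FC of −5.79 (standard error 2.01, adjusted p = 0.450 from edgeR's quasi-likelihood test), with 72.0 CPM in replicate 2 of the Tsc1 clones, and without that library its log2 FC was −0.72. Its log2 FC over the 31 libraries was −5.699 (adjusted p = 1). CG6766 (FBgn0032398, chromosome 2L, 12038631 to 12040689, − strand) fell from 22.2 ± 5.83 to 9.67 ± 5.33 CPM (SD, n = 4 each), a log2 FC of −1.198 (standard error 0.36, adjusted p = 0.229) and −1.21 over the 31 libraries (adjusted p = 1). Hsp22 had a log2 FC of −3.43 (adjusted p = 0.233) and CG4456 one of −2.999 (adjusted p = 0.450), and over the 31 libraries they were −3.43 and −2.997 (adjusted p = 1 for both). These genes overlap on the same strand, so their counts are uncertain, as are those of Ant2 with sesB, CG34308 with timeout and Chpf with Fer3HCH. On normal food, 11 of the 23 candidates had a log2 FC below 0 in Tsc1 clones, with 1 called when adjusted over the list alone, and over the 31 libraries this held for 11 of 21, with 0 called.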

**Figure 2—figure supplement 1.**
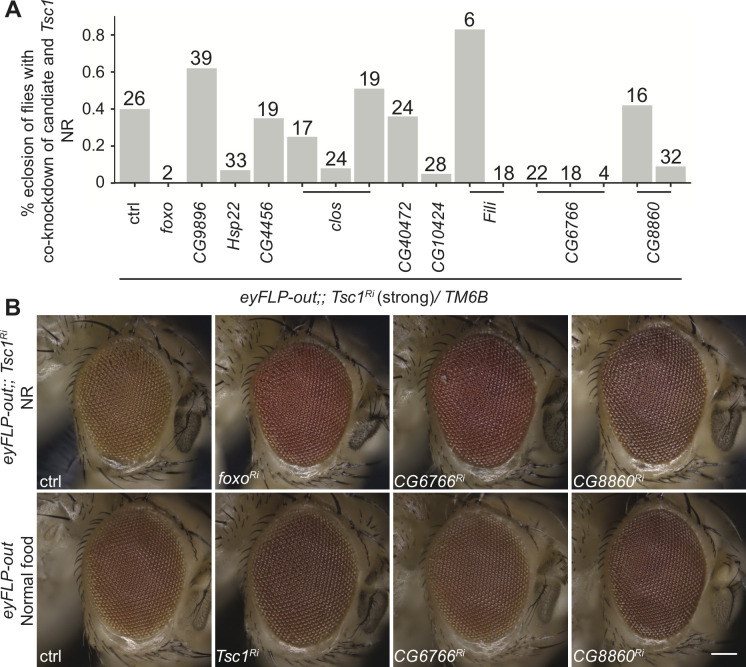
In vivo RNAi assay of downregulated candidates with strong *Tsc1* knockdown and representative phenotypes of top hits. (**A**) Percentage eclosion of flies with co-knockdown of candidate with *Tsc1* under NR. Numbers above bars indicate the number of eclosed flies for each cross. (**B**) Representative images of eyes from control and candidate crosses from screens in Figure 2B and C. Scale bar = 100 µm.

**Figure 2—figure supplement 2.**
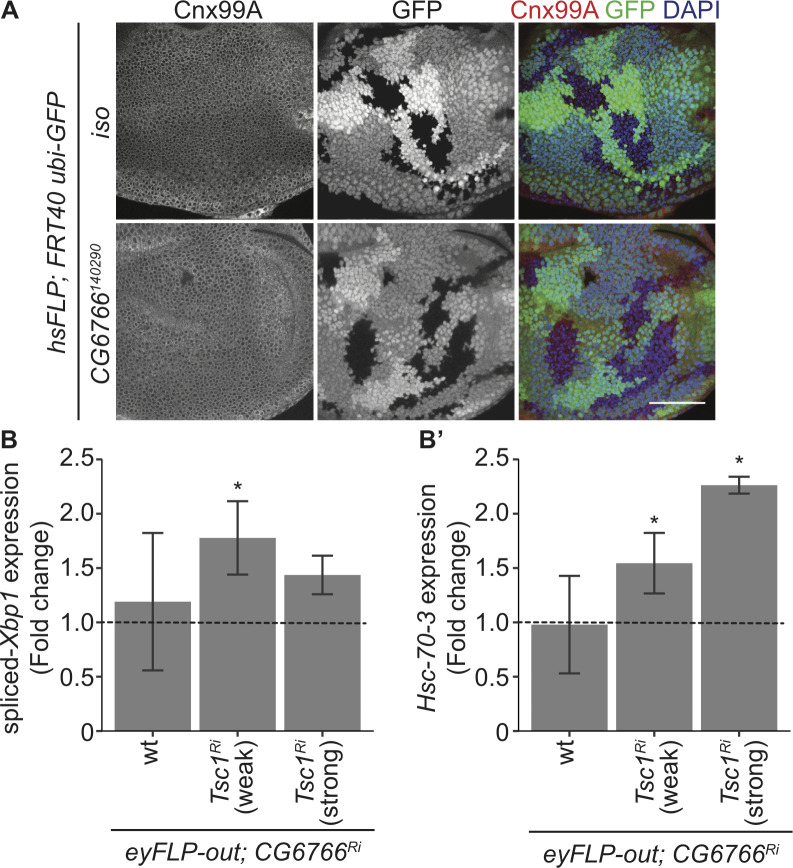
Loss of CG6766 enhances ER stress in *Tsc1* mutant cells. (**A**) Calnexin 99A staining of eye imaginal discs with control (*iso*) or *CG6766* mutant clones dissected from larvae raised under normal feeding conditions. Clones are marked by the absence of GFP, and DAPI stains nuclei. Scale bar = 50 µm. (**B–B’**) RT-qPCR analysis of (**B**) spliced-*Xbp1* and (**B’**) *Hsc-70–3* on eye imaginal discs with knockdown of *CG6766* in wild-type, weak knockdown of *Tsc1* and strong knockdown of *Tsc1* background, respectively, dissected from larvae raised under normal feeding conditions. Dashed line represents normalized value of corresponding controls. Data are represented as mean ± SD. *p<0.05.

The top candidate from all genetic tests was the uncharacterized gene CG6766, encoding an ortholog of the mammalian endoplasmic reticulum lectin 1 (ERLEC1). It is predicted to localize to ER/Golgi and is considered to be a component of the ubiquitin-dependent ERAD pathway (Huang et al., 2018). Another candidate that is involved in protein processing in the ER, CG8860, also scored positively in the in vivo assays, suggesting a role for ER homeostasis in determining *Tsc1* mutant overgrowth. CG8860 is orthologous to the mammalian SEC61 translocon gamma subunit (SEC61G). The knockdown phenotypes of the candidates from the in vivo assays are shown in Figure 2—figure supplement 1.

Since the function of the top candidate in ER homeostasis is not characterized in *Drosophila*, the induction of ER stress response in cells mutant for *CG6766* was investigated. A mutant allele carrying a piggyBac insertion with a splice-acceptor site and stop codons in all frames in the first intron of the gene (Schuldiner et al., 2008) was used. Calnexin is an ER molecular chaperone and a Ca^2+^ homeostasis regulator (Arruda and Hotamisligil, 2015) that is localized to the ER membrane (Xiao et al., 2017). Eye imaginal discs with control or mutant clones dissected from larvae raised under normal feeding conditions were immunostained using an antibody against the *Drosophila* calnexin homolog, Cnx99A. Homozygous mutant clones showed similar staining patterns compared to the surrounding wild-type tissue and the isogenic control clones (Figure 2—figure supplement 2). To examine the effect on ER stress response in Tsc1-deficient cells, the transcript levels of known ER stress reporters, spliced-*Xbp1* and *Hsc-70–3* (see below), were examined. Control or *CG6766* knockdowns were generated in wild-type, weak *Tsc1* knockdown, and strong *Tsc1* knockdown backgrounds. Quantitative reverse-transcription PCR (RT-qPCR) analysis on eye imaginal discs revealed no change in the expression levels of spliced-*Xbp1* or *Hsc-70–3* in the wild-type background upon knockdown of *CG6766*. By contrast, the expression levels of both ER stress reporters were elevated in *Tsc1* knockdown backgrounds (Figure 2—figure supplement 2), indicating that CG6766 is limiting to maintain ER homeostasis in *Tsc1* mutant cells. The lack of ER stress response in cells mutant for CG6766 suggests a (partially) redundant function, and may also explain why CG6766 (as well as CG8860) has not been characterized so far.

### Induction of ER stress enhances the growth of *Tsc1* mutant eyes

To confirm the role of ERAD in the regulation of growth of *Tsc1* mutant tissues, ERAD components other than the genes identified by the transcriptomics analysis were knocked down using the same genetic assay (Figure 2B). The genes were functionally classified according to the KEGG database (dme04141, Figure 3A). Knockdown of several ERAD pathway components led to an increase in *Tsc1* knockdown eye size (Figure 3B). Particularly, inhibition of the core components of the ubiquitin ligase complex and those involved in the retrotranslocation of terminally misfolded proteins from ER to cytosol resulted in an enlargement of eye size. Of note, CG13426, which encodes an ortholog of SEC61G similar to the candidate from the transcriptomics analysis, CG8860, also led to an enhancement of the *Tsc1* knockdown overgrowth.

**Figure 3.**
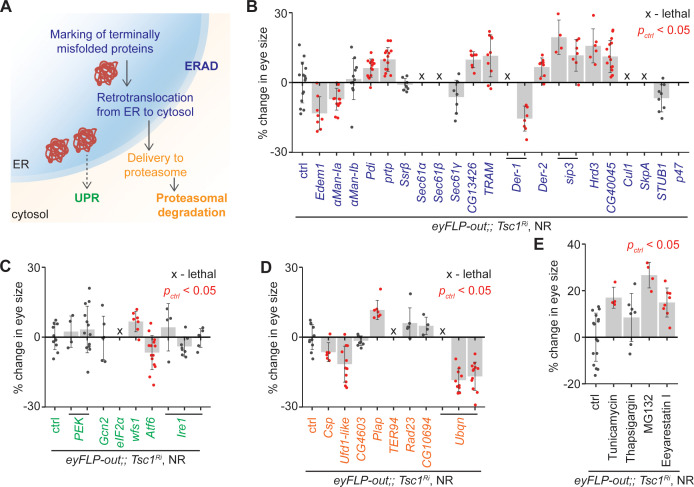
Upregulation of ER stress increases *Tsc1* knockdown overgrowth. (**A**) Schematic depicting involvement of genes tested in (**B**), (**C**) and (**D**) in different ER stress regulation mechanisms according to the KEGG database. Blue, green and orange denote components of ERAD, UPR and proteasomal degradation pathways, respectively. Percentage change in adult eye size upon knockdown of (**B**) ERAD, (**C**) UPR and (**D**) proteasomal degradation pathway components in *Tsc1* knockdown background under NR. Note that experiments in (**C**) and (**D**) were performed together and therefore have the same control. (**E**) Percentage change in *Tsc1* knockdown adult eye size upon addition of the indicated small molecule inhibitors to the fly food under NR. n > 3. Data are represented as mean ± SD. Red points represent a significant (p<0.05) change as compared to ctrl.

A reduced efficiency of ERAD lowers the capacity of the ER to remove misfolded proteins. In mammals, accumulation of misfolded proteins in the ER causes activation of the three signal transduction pathways: PERK, IRE1α and ATF6, together referred to as the unfolded protein response (UPR) (Wang and Kaufman, 2014). These signal to induce apoptosis in case of chronic ER stress, or maintain ER homeostasis by upregulating expression of several ERAD pathway genes. The ERAD pathway also links the ubiquitin-proteasome system to ER protein quality control as its substrates are transported into the cytosol for degradation by the proteasome (Ruggiano et al., 2014). To analyze if downregulation of UPR or proteasomal degradation pathway components would affect *Tsc1* knockdown overgrowth similar to the suppression of ERAD pathway genes, the major components of these pathways were also assessed. Knockdown of UPR or proteasomal degradation pathway genes did not display a consistent effect on *Tsc1* knockdown overgrowth (Figure 3C and D), indicating that the effects might be specific to ERAD or that the manipulations are detrimental (proteasomal degradation pathway components).

Furthermore, the consequence of the induction of ER stress on *Tsc1* knockdown overgrowth by using non-genetic means was tested. The inhibition of N-linked glycosylation by Tunicamycin (Kuo and Lampen, 1974), Ca^2+^ ATPase by Thapsigargin (Lytton et al., 1991), proteasome by MG132 (Lee and Goldberg, 1998), and ERAD by Eeyarestain I (Fiebiger et al., 2004) cause ER stress. Addition of these small molecule inhibitors to the fly food, except Thapsigargin, resulted in an enhancement of *Tsc1* knockdown eye size (Figure 3E), consistent with a regulation of Tsc1-deficient growth by the ER stress response status.

### Loss of FoxO function upregulates ER stress in *Tsc1* mutant cells under NR

Since both FoxO suppression and ER stress induction caused an escalation in *Tsc1* mutant overgrowth, the ER stress status upon *foxo* loss in *Tsc1* mutant cells was examined. Eye imaginal discs with ctrl, *foxo*, *Tsc1* or *Tsc1 foxo* mutant clones dissected from larvae raised under NR were immunostained with calnexin (Figure 4A). The staining was stronger in *Tsc1* and *Tsc1 foxo* mutant clones as compared to the surrounding wild-type tissue, suggesting an upregulation of Cnx99A levels or a change in ER morphology in these cells.

**Figure 4.**
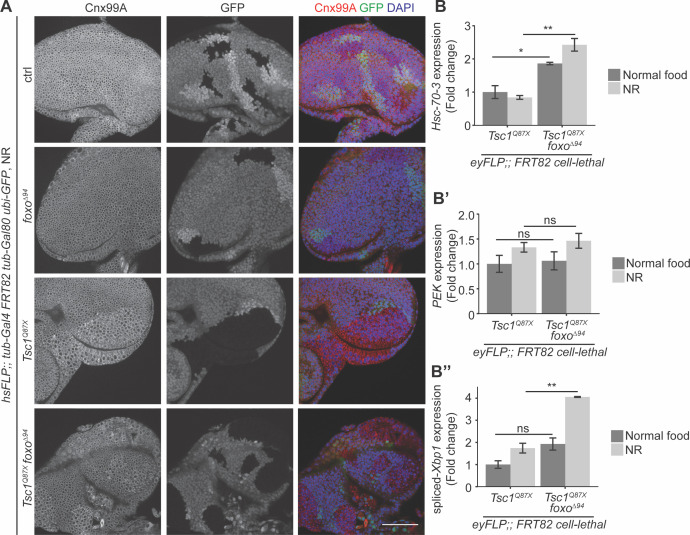
Loss of *foxo* enhances ER stress in *Tsc1* mutant cells. (**A**) Calnexin 99A staining of eye imaginal discs with ctrl, *foxo*, *Tsc1* or *Tsc1 foxo* mutant clones dissected from larvae raised under NR. Clones are marked by the absence of GFP; DAPI stains nuclei. Scale bar = 50 µm. (**B–B’’**) RT-qPCR analysis of (**B**) *Hsc-70–3*, (**B’**) *PEK* and (**B’’**) spliced-*Xbp1* on *Tsc1* or *Tsc1 foxo* mutant eye imaginal discs dissected from larvae raised under normal food or NR. n = 2 with triplicates. Data are represented as mean ± SD. *p<0.05, **p<0.01 and ns = not significant.

**Figure 4—figure supplement 1.**
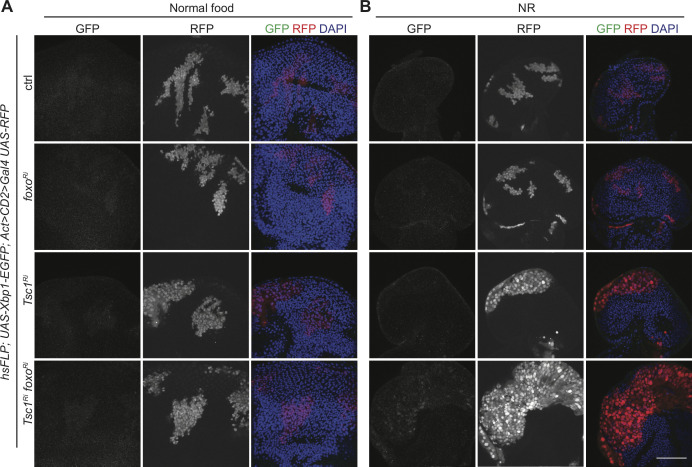
FoxO suppresses Ire1 pathway activation in *Tsc1* mutant cells under NR. (**A–B**) GFP staining to detect Xbp1-EGFP of eye imaginal discs with ctrl, *foxo*, *Tsc1* or *Tsc1 foxo* knockdown clones dissected from larvae raised under (**A**) normal food or (**B**) NR. Clones are marked by RFP and DAPI stains nuclei. Scale bar = 50 µm.

Increased ER stress in *Tsc1* loss-of-function cells has been established (Ozcan et al., 2008). Therefore, to compare the status upon loss of *foxo*, the cells were probed for transcript levels of a known ER stress reporter, the resident ER chaperone *Hsc-70–3* or *Grp78* (Elefant and Palter, 1999). RT-qPCR analysis of *Tsc1* or *Tsc1 foxo* mutant eye imaginal discs dissected from larvae raised under normal food or NR showed elevated *Hsc-70–3* transcript levels upon *foxo* loss (Figure 4B), indicating an enhancement of ER stress. Induction of UPR was also checked by analyzing the two conserved branches in *Drosophila*: PEK (PERK) and Ire1 (Mori, 2009). *PEK* transcript levels were not changed upon *foxo* loss in *Tsc1* mutant eye discs (Figure 4B’). Ire1 signals via splicing of the transcription factor X-box binding protein 1 (Xbp1) (Yoshida et al., 2001). The expression levels of spliced-*Xbp1* were significantly increased in *Tsc1 foxo* mutant eye discs, specifically under conditions of NR (Figure 4B’’). The enrichment of spliced-*Xbp1* was further confirmed in *Tsc1 foxo* knockdown clones under NR using an in vivo reporter (Sone et al., 2013; Figure 4—figure supplement 1). This illustrates the capacity of FoxO to regulate the ER stress status in *Tsc1* mutant cells.

## Discussion

The transcription factor FoxO has a distinct activity in different biological contexts. In cells with loss of *Tsc1* function, it suppresses cellular growth and proliferation. In this study, we performed RNA-seq transcriptomics analysis on single mutant clones isolated by LCM to identify critical regulators of *Tsc1* mutant tissue growth upon loss of FoxO. Earlier studies (Mauthner et al., 2014; Spletter et al., 2007) have described the use of LCM for RNA isolation from optimal cutting temperature compound-embedded tissues, but this is the first report, to our knowledge, illustrating the use of this technique with living imaginal disc cells in *Drosophila* that was not based on pooling of multiple biological samples.

The majority of the genes differentially upregulated in *Tsc1* mutant cells upon *foxo* knockdown consisted of snoRNAs and snRNAs. snoRNAs are single-stranded non-coding RNAs that function primarily in the posttranscriptional modification of ribosomal RNAs and snRNAs to regulate ribosome biogenesis and function, RNA editing, gene silencing, and alternative splicing (Bratkovič and Rogelj, 2011). snoRNA genes were shown to be directly bound and activated by Myc in *Drosophila* S2 cells (Herter et al., 2015). On the other hand, the expression of *myc* is suppressed by FoxO, at least in *Drosophila* muscles (Teleman et al., 2008). The same study reported that mTORC1 regulates Myc activity by controlling the amount of protein bound to promoters of target genes. A similar mechanism might be at play in the *Tsc1* mutant cells of the eye imaginal discs. 

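The expression of myc (Myc, FBgn0262656, chromosome X, 3373159 to 3391697, + strand, BDGP6.54 annotation) was 208 ± 90.9 CPM (SD, n = 4) in Tsc1 clones with foxo knockdown under NR and 165 ± 27.2 CPM (SD, n = 4) in Tsc1 clones under NR. The log2 FC was 0.33 over the 29 libraries (standard error 0.29, exact permutation test, 2-sided p = 0.486) and 0.32 over the 31 (standard error 0.44, exact permutation test, 2-sided p = 0.571), so a difference in transcript level was not detectable with these replicates.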

Upon knockdown of *foxo*, the inhibition of *myc* expression by FoxO is alleviated under NR, and Myc gets activated downstream of hyperactive mTORC1. This can lead to a subsequent upregulation of snoRNAs, which helps in biomass production in these rapidly growing cells. Indeed, emerging evidence suggests a correlation between snoRNAs and sustained proliferation, invasion, metastasis, and angiogenesis in different cancers (Liang et al., 2019).

From among the downregulated genes, ER stress response pathway components were validated as essential regulators of *Tsc1* mutant overgrowth. There is a significant interplay between the PI3K/Akt/mTORC1 signaling network and ER stress pathways (Appenzeller-Herzog and Hall, 2012). Induction of ER stress results in the suppression of insulin receptor signaling linking ER stress to insulin resistance (Ozcan et al., 2004). Similarly, PEK-driven regulation of FoxO contributes to this resistance in *Drosophila* (Zhang et al., 2013). In a study on cardiac dysfunction, uncontrolled activation of Akt repressed ER stress (Dong et al., 2013). Hyperactivation of mTORC1 activity, particularly via loss of the TSC complex function, leads to increased ER stress and UPR pathway upregulation (Ozcan et al., 2008). In turn, ER stress inhibits Akt and mTORC1 activity to induce autophagy (Qin et al., 2010). Our identification of putative ERAD components governing *Tsc1* mutant tissue growth adds another interaction node to this pathway crosstalk. The absence of canonical ERAD components in the transcriptomics data prompted us to consider the possibility of an independent mechanism for the degradation of misfolded proteins, as shown previously in *C. elegans* (Safra et al., 2014). However, enhancement of the *Tsc1* loss-of-function overgrowth upon downregulation of the core ERAD components implies an important role of the Hrd3-E3 ubiquitin ligase complex in this growth process.

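Of the 20 listed ERAD genes, 17 were tested in Tsc1 clones under NR, and 5 of them had a log2 FC above 0 upon foxo knockdown over the 29 libraries, with a median of −0.23. As a set they were lower at an adjusted p of 0.0396 with camera, which did not hold with an estimated correlation (adjusted p = 0.249) or with fry (adjusted p = 0.0942). Across the alternatives the adjusted p ranged from 0.0163 to 0.249. The median was −0.24 over the 31 libraries and the adjusted p 0.147. A list of 7 tested genes of proteasomal degradation had a median log2 FC of −0.48 over the 29 libraries with 0 genes above 0 (adjusted p = 0.000356 with camera, 0.00507 with an estimated correlation and 0.000334 with fry), and one of −0.50 over 6 genes in the 31 libraries (adjusted p = 0.0509). For the 6 genes of the unfolded protein response, the median was 0.02 over the 29 libraries (adjusted p = 0.876) and 0.0015 over the 31 (adjusted p = 0.847).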

The results presented here demonstrate a critical function of FoxO in limiting ER stress to restrain *Tsc1* mutant overgrowth under NR. Given that FoxO restricts *Tsc1* mutant tissue growth at the level of proliferation, a lack of known proliferation-affecting genes among the differentially regulated genes is intriguing. This suggests that the inhibitory effect on proliferation by FoxO might be indirect, possibly via ER stress response pathways (Vandewynckel et al., 2013). 

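Of a list of 29 genes of the cell cycle and DNA replication, 27 were tested upon foxo knockdown in Tsc1 clones under NR. Over the 29 libraries, their median log2 FC was −0.08, with 9 genes above 0 (adjusted p = 0.203 with camera and 0.409 with fry). The 31 libraries gave a median of −0.10, with 7 genes above 0 (adjusted p = 0.275 with camera). The adjusted p ranged from 0.135 to 0.962 across the alternatives over the 29 libraries.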

PERK reduces oxidative DNA damage and checkpoint activation to increase proliferation of cancer cells (Bobrovnikova-Marjon et al., 2010). A role for the ER chaperone GRP78 in regulating tumor cell proliferation by various means has also been described (Lee, 2014). IRE1α has been shown to promote cell proliferation by regulating expression of cyclin A1 through XBP-1 splicing (Thorpe and Schwarze, 2010). Our results indeed demonstrate a heightened expression of *Hsc-70–3* and spliced-*Xbp1* in *Tsc1* mutant cells upon *foxo* loss under NR, hinting at a possible approach to reinforce proliferation in these cells. PEK might also be regulated at a level other than transcription. The exact molecular mechanisms of this regulation remain to be elucidated.

Aberrant ER stress activation has also been recorded during various aspects of cancer development (Avril et al., 2017; Wang and Kaufman, 2014). Considerable efforts have been made to develop therapeutic strategies to target the dependency of tumor cells on ER stress response pathways, or to substantially upregulate stress to cause cell death (Hetz et al., 2013). Specifically, in the case of loss of *Tsc1/2* function, use of ER stress-inducing agents has displayed sensitization of mutant cells to individual treatments in vitro (Kang et al., 2011), or combination treatments in a mouse xenograft tumor model (Li et al., 2015). Since the ER stress response can have both pro-survival and pro-apoptotic effects (Ma and Hendershot, 2004), it is crucial to characterize the signaling landscape of individual tumors before therapeutic intervention. For instance, our results demonstrate that increasing ER stress led to an enhancement of *Tsc1* mutant overgrowth. A similar overgrowth mechanism can be proposed for *Tsc1 foxo* mutant cells. Suppression of *foxo* represses the ERAD pathway activation, which combined with the augmented protein synthesis in *Tsc1* mutant cells results in a state of high ER stress. This new adaptive state is beneficial for proliferation and confers a growth advantage to *Tsc1 foxo* mutant cells. The exploitation of this process in tumors with escalated mTORC1 activity that exhibit loss of FoxOs can extend the repertoire of available treatment options and needs further exploration.

## Materials and methods

### Fly food and fly lines

All crosses were maintained at 25°C on normal fly food unless otherwise stated. Normal fly food is composed of 100 g fresh yeast, 55 g cornmeal, 10 g wheat flour, 75 g sugar, 8 g bacto agar, and 1.5% antimicrobial agents (33 g/L nipagin and 66 g/L nipasol in ethanol) in 1 L water. NR food was prepared by reducing the amount of yeast to 10% with 1.5% nipagin (100 g/L in ethanol). The following small molecule inhibitors were added to the NR food before pouring into vials for the drug assay: DMSO (control, 0.1%, Carl Roth Cat#A994.1), Tunicamycin (12 µM, Sigma-Aldrich Cat#T7765), Thapsigargin (2 µM, Sigma-Aldrich Cat#T9033), MG132 (50 µM, Sigma-Aldrich Cat#C2211) and Eeyarestatin I (1 mM, Sigma-Aldrich Cat#E1286).

Analysis on adult flies was done on females in all experiments. Larvae were not selected for sex. The age of adults and larvae are mentioned in the corresponding Figure legends and Materials and methods.

The following fly lines were used: *hsFLP* (FBtp0001101 Struhl and Basler, 1993), *eyFLP Act>CD2>Gal4* (Baumgartner et al., 2013), *eyFlp gl-LacZ* (Newsome et al., 2000), *Act>CD2>Gal4 UAS-RFP* (BDSC Cat# 30558), *FRT82 iso* (Xu and Rubin, 1993), *FRT82 foxo^∆94^* (FBal0269838 Slack et al., 2011), *FRT82 Tsc1^Q87X ^*(FBal0123965 Tapon et al., 2001), *FRT82 Tsc1^Q87X^ foxo^∆94^* (Nowak et al., 2018), *FRT82 cl w^+^*(Newsome et al., 2000), *tub-Gal4 FRT82 tub-Gal80 ubi-GFP* (this paper), *tub-Gal80^ts^* (BDCS Cat #7108), RNAi of CG1315 (VDRC ID# 47097), RNAi of *foxo* (VDRC ID# 1077896), RNAi of *Tsc1* (BDSC Cat# 35144), RNAi of *Tsc1* (strong, BDSC Cat# 31039), RNAi of *Obp56e* (VDRC ID# 3355), RNAi of *Mco3* (VDRC ID# 43288), RNAi of *mah* (VDRC ID# 1571, BDSC Cat# 53701), RNAi of *CG9896* (VDRC ID# 107926, BDSC Cat# 42587), RNAi of *CG15282* (VDRC ID# 7712), RNAi of *CG42749* (VDRC ID# 28574, VDRC ID# 51132, VDRC ID# 51133), RNAi of *Hsp22/CG4456* (VDRC ID# 43632, BDSC Cat# 41709, BDSC Cat# 51397, VDRC ID# 49795, VDRC ID# 49796), RNAi of *clos* (VDRC ID# 104142, VDRC ID# 108711, BDSC Cat# 52966), RNAi of *CG40472* (VDRC ID# 109239), RNAi of *CG10424* (VDRC ID# 39667), RNAi of *Fili* (VDRC ID# 106055, BDSC Cat# 28568), RNAi of *CG43313* (VDRC ID# 106610, BDSC Cat# 53990), RNAi of *CG6766* (VDRC ID# 38035, BDSC Cat# 42924, BDSC Cat# 55745), RNAi of *CG2865* (BDSC Cat# 43165), RNAi of *Ant2* (VDRC ID# 102533), RNAi of *Ptp4E* (VDRC ID# 1012, VDRC ID# 1013, VDRC ID# 4297, VDRC ID# 27232, BDSC Cat# 38369, BDSC Cat# 60008), RNAi of *Hexo1* (VDRC ID# 102247, BDSC Cat# 67312), RNAi of *grnd* (VDRC ID# 43454, VDRC ID# 104538), RNAi of *Rpt5* (VDRC ID# 105133, BDSC Cat# 32422, BDSC Cat# 53886), RNAi of *CG8860* (VDRC ID# 102745, BDSC Cat# 60127), RNAi of *Edem1* (VDRC ID# 6923), RNAi of *α-Man-Ia* (VDRC ID# 100654), RNAi of *α-Man-Ib* (VDRC ID# 4419), RNAi of *Pdi* (VDRC ID# 23359), RNAi of *prtp* (VDRC ID# 106924), RNAi of *Ssrβ* (VDRC ID# 12101), RNAi of *Sec61α* (VDRC ID# 109660), RNAi of *Sec61β* (VDRC ID# 107784), RNAi of *Sec61γ* (VDRC ID# 100603), RNAi of *CG13426* (VDRC ID# 107528), RNAi of *TRAM* (VDRC ID# 39187), RNAi of *Der-1* (VDRC ID# 44210, VDRC ID# 44211), RNAi of *Der-2* (VDRC ID# 108440), RNAi of *sip3* (BDSC Cat# 50609, BDSC Cat# 61344), RNAi of *Hrd3* (BDSC Cat# 62368), RNAi of *CG40045* (VDRC ID# 109167), RNAi of *PEK* (BDSC Cat# 35162, BDSC Cat# 42499), RNAi of *Gcn2* (VDRC ID# 32664), RNAi of *eIF2α* (VDRC ID# 104562), RNAi of *Atf6* (VDRC ID# 36504), RNAi of *wfs1* (VDRC ID# 108932), RNAi of *Ire1* (BDSC Cat# 36743, BDSC Cat# 62156, BDSC Cat# 35253), RNAi of *Cul1* (VDRC ID# 108558), RNAi of *SkpA* (VDRC ID# 107815), RNAi of *STUB1* (VDRC ID# 107447), RNAi of *p47* (VDRC ID# 107148), RNAi of *Csp* (VDRC ID# 34168), RNAi of *TER94* (VDRC ID# 24354), RNAi of *Ufd1-like* (VDRC ID# 24700), RNAi of *CG4603* (VDRC ID# 21894), RNAi of *Plap* (VDRC ID# 110732), RNAi of *Ubqn* (VDRC ID# 106050, VDRC ID# 47447, VDRC ID# 47448), RNAi of *CG10694* (VDRC ID# 100212), RNAi of *Rad23* (VDRC ID# 104354), *CG6766^140290^* (Kyoto *Drosophila*Genetic Resource Center ID# 140290), *UAS-Xbp1-EGFP* (BDSC Cat# 60730).

### Cell lines

Kc167 (female) cells were obtained from *Drosophila* Genomics Resource Center (Cat#1). Cells were cultured in Schneider’s medium (Gibco) with 10% Fetal Bovine Serum and 500 U/mL Penicillin-Streptomycin at 24°C.

### Laser capture microdissection

Eye imaginal discs were dissected in HBSS and mounted in a 0.5 µL drop of HBSS on FrameSlide PET (Carl Zeiss AS). Single clones of approximately 50 cells were microdissected using a Zeiss PALM-Microdissection system and captured into the caps of AdhesiveCap (Carl Zeiss AS) microcentrifuge tubes. The samples were frozen in liquid nitrogen and stored at −80°C until RNA isolation.

### RNA-seq: library preparation and analysis

RNA isolation and cDNA library preparation from the LCM samples were done according to the Ovation SoLo RNA-seq Systems kit (NuGEN Cat#0502–32). The sequencing was performed at the Functional Genomics Center Zurich on a HiSeq 2500 System (Illumina). Reads were mapped to the *Drosophila* genome (BDGP6) using STAR (Dobin et al., 2013), counted with featureCounts (Liao et al., 2014), and differentially expressed genes were analyzed using edgeR (Robinson et al., 2010). Gene Ontology analysis was performed using DAVID Bioinformatics Resources website (Huang et al., 2009), and GSEA (Subramanian et al., 2005) was run with default parameters to calculate enrichment with genes upregulated in *Tsc1* mutant discs (Harvey et al., 2008) as well as FoxO targets from adipose tissue and muscle (Teleman et al., 2008) in corresponding lists of differentially expressed genes. The RNA-seq transcriptomics data have been deposited to NCBI’s Gene Expression Omnibus.

### Cross setup and clone induction

Flies were crossed for two days on normal food. For assays using imaginal discs, the flies were transferred to egg laying chambers and allowed to lay eggs on agar plates containing yeast overnight. For clone induction, a 11 min (for LCM) or 15 min heat shock at 37°C was applied 36 hr AEL, after which the L1 larvae were transferred to normal food or NR. For adult fly eye measurement and eclosion assays, crosses were set up on normal food for 3 days followed by transfer of flies to NR for 3 days. Adult flies were analyzed 3 days after eclosion. *CG1315* was used as control for RNAi experiments and *FRT82 iso* was the control for clones generated using mitotic recombination.

### Microscopy and immunofluorescence

Adult females were frozen at −20°C 3 days after eclosion. The flies were mounted on agar plates containing charcoal. The right-side eyes were imaged on a KEYENCE VHX1000 digital microscope.

Eye imaginal discs were dissected 108 hr AEL from normal food and 156 hr AEL from NR. The discs were fixed in 4% paraformaldehyde (PFA, 30 min, room temperature (RT)), washed thrice in 0.3% Triton-X in PBS (PBT, 15 min, RT), blocked in 2% Normal Donkey Serum in 0.3% PBT (2 hr, 4°C), incubated with primary antibodies (overnight, 4°C), washed thrice in 0.3% PBT (15 min each, RT), incubated with secondary antibodies (2 hr, RT), washed thrice in 0.3% PBT (15 min each, RT), stained with DAPI in 0.3% PBT (1:2000, 10 min, RT), and washed once with PBS (10 min, RT). The samples were mounted on glass slides in VECTASHIELD (Vector Laboratories H-1000). Confocal images were obtained on a Leica SPE TCS confocal laser-scanning microscope.

The following antibody dilutions were used: rabbit anti-FoxO (1:500 for immunostaining and 1:9000 for immunoblotting, gift from Mark Tatar [Bai et al., 2012]), mouse anti-Cnx99A (1:25, DSHB Cat#Cnx99A 6-2-1), mouse anti-α-tubulin (1:20000, Sigma-Aldrich Cat#T9026) and mouse anti-GFP (1:200, Thermo Fisher Scientific Cat#A-11120). DAPI (1:2000) was used to stain nuclei. Secondary antibodies used were: goat anti-rabbit Alexa Fluor 633 (1:500, Thermo Fisher Scientific), goat anti-mouse Alexa Fluor 568 (1:500, Thermo Fisher Scientific) and goat anti-mouse Alexa Fluor 647 (1:500, Thermo Fisher Scientific).

### Cell culture RNAi and western blot

dsRNA against EGFP (control) or *foxo* was prepared as described earlier (Okada et al., 2015) using primers in Supplementary file 2. 15 µg dsRNA in 500 µL water was added to each well of a 6-well plate. 3 × 10^6^ cells in 1 mL serum-free media were added to each well and the plate was incubated at RT for 30 min. 3 mL complete media was added after 30 min. The cells were harvested after 96 hr. 1.5 mL was used for RNA isolation, and proteins were extracted from 3 mL cell suspension. The cells were centrifuged and supernatant was removed. The cells were washed with ice-cold PBS, resuspended in protein extraction buffer (50 mM Tris-HCl (pH 8.0), 120 mM NaCl, 20 mM NaF, 1 mM benzamidine, 1 mM EDTA, 6 mM EGTA, 15 mM Na_4_P_2_O_7_, 1% Nonidet P-40, and protease inhibitor cocktail (Roche, 1 tablet in 14 mL buffer)) and incubated on ice for 30 min. Thereafter, the lysates were cleared by centrifugation at 14000 g at 4°C for 15 min.

Protein concentrations were measured by BCA Protein Assay (Thermo Fischer Scientific). Proteins were denatured by boiling for 7 min in sample loading buffer and 40 µg of proteins were analyzed by immunoblotting. Briefly, proteins were resolved by 4–8% SDS-PAGE followed by transfer onto 0.45 µm nitrocellulose membrane. After blocking, primary antibodies were incubated overnight at 4°C and immunoblot signals were detected after secondary antibody incubation using enhanced chemiluminescence (ECL).

### Gene expression analysis

Cell pellets were processed as described in Materials and methods. For eye discs, larvae were dissected in HBSS. 30 discs were collected and frozen in liquid nitrogen. RNA was isolated using RNeasy Plus Micro kit (QIAGEN). After reverse-transcription with SuperScript III First-Strand Synthesis System (Thermo Fisher Scientific), qPCR was performed using LightCycler 480 SYBR Green I Master (Roche) on a Rotor-Gene 6000 (Corbett). Gene expression levels were normalized to the expression level of *RpS23*. Primer sequences are described in Supplementary file 2.

### Quantification and statistical analysis

Adult eye area was measured using ImageJ (Schindelin et al., 2012). Ratio of nuclear FoxO intensity was also calculated using ImageJ. The mean gray values were measured for five nuclei in the clone and surrounding wild-type tissue from the same disc using the Multi-point tool. The intensity of the clone was divided by the intensity of the wild-type area to get the ratio. Statistical analyses were performed using unpaired two-tailed Student’s t-test. *p* values are described in the Figure legends. All plots were generated in R Studio, and Figures were assembled using Adobe Illustrator.

## Data Availability

Sequencing data have been deposited in GEO under accession code GSE138877. The following dataset was generated: GuptaAStockerH2019FoxO targets in Tsc1-deficient cells under normal food and nutrient restriction foodNCBI Gene Expression OmnibusGEO GSE138877

# Supplementary material for: FoxO suppresses endoplasmic reticulum stress to inhibit growth of Tsc1-deficient tissues under nutrient restriction
**Source:** eLife. 2020 Jun 11;9:e53159. doi: 10.7554/eLife.53159
**Supplement:** Supplementary file 1.

**Supplementary File 1: Key Resources Table**

# Supplementary material for: FoxO suppresses endoplasmic reticulum stress to inhibit growth of Tsc1-deficient tissues under nutrient restriction
**Source:** eLife. 2020 Jun 11;9:e53159. doi: 10.7554/eLife.53159
**Supplement:** Supplementary file 2.

**Primer sequences for dsRNA synthesis and qPCR**

| **Primers for dsRNA synthesis** | |
| --- | --- |
| **Name** | **Sequence** |
| EGFP forward | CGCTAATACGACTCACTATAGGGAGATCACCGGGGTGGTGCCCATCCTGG |
| EGFP reverse | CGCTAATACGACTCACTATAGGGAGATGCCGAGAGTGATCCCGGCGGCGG |
| foxo forward | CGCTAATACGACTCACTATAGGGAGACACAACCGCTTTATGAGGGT |
| foxo reverse | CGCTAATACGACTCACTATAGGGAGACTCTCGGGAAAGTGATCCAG |
| **Primers for qPCR** | |
| **Name** | **Sequence** |
| foxo forward | AGGCGCAGCCGATAGACGAATTTA |
| foxo reverse | TGCTGTTGACCAGGTTCGTGTTGA |
| Hsc-70-3 forward | GAATCAGTTGACCACCAATCCC |
| Hsc-70-3 reverse | AACTTGATGTCGTGTTGCACA |
| PEK forward | CTGCGCAGTCTTCGGGACGG |
| PEK reverse | AGCTGCTGAAGGTGCGGCTG |
| spliced-Xbp1 forward | CAACCTTGGATCTGCCGCAGGG |
| spliced-Xbp1 reverse | CGCTCCAGCGCCTGTTTCCAG |
| RpS23 forward | TCGTAACGCTCAGCAACG |
| RpS23 reverse | GCAGACCTCTTGGCTTGC |

How the deposited data were processed for this re-analysis (not part of the article)

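RNA of 31 single clones of the Drosophila eye imaginal disc was sequenced, in 8 groups of 3 or 4 libraries: wt, foxo knockdown, Tsc1 and Tsc1 with foxo knockdown, each on normal food at 108 hr AEL and under NR at 156 hr AEL. Each clone held about 50 cells and was isolated by laser microdissection. The knockdown was started 12 hr before dissection by a shift from 25°C to 30°C, and the groups without knockdown stayed at 25°C, so that the temperature and the knockdown are the same contrast in these data.

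The authors prepared libraries with the Ovation SoLo kit, aligned reads to BDGP6 with STAR, counted them per gene with featureCounts and deposited the estimated counts of all libraries in 1 table, without normalization. The table holds 17559 genes, of which 17253 matched the BDGP6.54 annotation and 306 did not, and 17.1% of its values are not whole. The counts were rounded to whole numbers before each test. The annotation names 13685 of the genes as protein coding and 289 as snoRNA or snRNA (243 snoRNA, 15 scaRNA and 31 snRNA). Coordinates are those of BDGP6.54.

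Total counts per library ranged from 2597196 to 13316136 and the genes with a count from 4410 to 14912. Genes not matched to the annotation took 7.24% to 9.41% of the counts and stayed in the table. The reads carry no molecular identifiers in the table, so limits from low counts cover counting error only. Where each library of a group had at most 3 counts on a gene, its fold change is given as a lower bound, computed against 3 counts.

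Conditions and replicate numbers were taken from the sample labels and checked against the paper. The 29 libraries of the study were found by matching its multidimensional scaling plot, and results are given for those and, where stated, for all 31 as well. The tests on all 31 libraries were the ones fixed at the start.

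Differential expression was tested with edgeR 4.0.16 in R 4.3.3: TMM normalization, edgeR's filterByExpr with the 8 groups, the quasi-likelihood test in 1 fit of all groups, and Benjamini-Hochberg adjustment over all tested genes of a comparison. A gene was called at an adjusted p under 0.2 and an absolute log2 FC over 0.8. The quasi-likelihood test gives no standard error. Each one printed is the absolute log2 FC divided by the square root of the test's F statistic, so it adds nothing to the unadjusted p. The comparisons were foxo knockdown against none in each genotype and food, Tsc1 against wt on normal food, NR against normal food in wt clones, and the differences of the knockdown effect between genotypes under NR and between foods in Tsc1 clones. Gene lists were tested with camera (limma 3.58.1) at a correlation of 0.01, with fry and with an estimated correlation, with adjustment over the 9 lists of a comparison: snoRNA and snRNA genes, ERAD, proteasomal degradation and unfolded protein response genes from the paper's figures, and heat shock, cell cycle, snoRNP protein, snoRNA host and ribosome biogenesis genes written from general knowledge. Single values were compared with exact permutation tests, and distances between libraries with 100000 permutations of the group labels. CPM are counts scaled to the TMM-normalized library size. The log2 CPM of single genes are the log2 of CPM plus 2, and those in comparisons of whole libraries use edgeR's prior count of 2.

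The genes named in the text were chosen by a rule written before the table was opened: foxo, Tsc1 and myc, the 24 candidates of the paper, the genes of the lists as lists, the 5 upregulated and 5 downregulated genes with the smallest p among those called in Tsc1 clones under NR, and the 3 of each in the other comparisons. Marker lists of fat body, glia, hemocytes, muscle, photoreceptors, progenitors, the salivary gland and sex were written to look for RNA of other cells. The genes mah, Pdi, Der-1, TER94, Mcm3, Orc1, hoip, InR and wupA of these lists were not analysed here.

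The test was checked on simulated counts with 200 changed genes, of which it recovered 146 over the 29 libraries with 22 false calls among 12946 unchanged genes, and 104 over the 31 with 18 false calls among 11468. These 200 genes were drawn from those of higher average expression, and 137 of them changed 4-fold or more. Of the 137, 128 were recovered over the 29 libraries and 100 over the 31. A further 99 tested genes of any level were raised by a log2 FC of 1. Of these, 17 were called over the 29 libraries and 4 over the 31, so recovery was low for small changes. The alternatives covered normalization (DESeq2's size factors, upper quartile), tests (DESeq2 1.42.0, edgeR's likelihood ratio test), filters, the groups in the fit, covariates (library size, a surrogate variable from sva 3.50.0, the replicate number), thresholds, rounding, left-out gene classes and left-out libraries. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The reads, GO annotation and the gene sets of the paper's enrichment analysis were not used here.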

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

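The tests on the shift to 30°C for the snoRNA and snRNA genes, on their hosts without a protein product, on lz, on white and on the 2 unused libraries were chosen only after the result was seen.

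A library far from the others was looked for in 96 sets of values, each of 1 measure in 1 group of 4 libraries. Of these sets, 6 had one, against a share of 0.05 that chance gives. The w level was 9.93 log2 CPM in replicate 4 of wt on normal food (971 CPM, against 24.1 to 24.2 CPM in the other 3 replicates). The lz level was 6.13 log2 CPM in replicate 2 of the Tsc1 clones under NR (against at most 1.14 CPM in the others), and that of CG2865 was 6.22 log2 CPM in the same library. In Tsc1 clones with foxo knockdown under NR, Fili was at 6.93 and clos at 1.24 log2 CPM in replicate 1, and CG42729 at 1.22 log2 CPM in replicate 4, where the 3 other libraries had none. As 2 CPM are added before the log2, a library without counts stands at 1 on this scale. For lz, 6 of 8 photoreceptor genes had their highest level of the 8 libraries compared in the same library, so differentiating cells in that clone could be the source, but with 1 library this cannot be told apart from other causes. For the other 5 genes no explanation was tested.

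The snoRNA and snRNA list rose more upon foxo knockdown in Tsc1 clones under NR than on normal food, with a fry p of 0.0225 for the difference (adjusted p = 0.101, 0.0148 with an estimated correlation). Over the 31 libraries the fry p was 0.0850. The shift to 30°C alone, which the clones on normal food had as well, is argued against by this difference. Also argued against were a bias towards short genes (median log2 FC of short protein-coding genes −0.084), transcription of all annotated host genes as a set (−0.13), 1 library (the median of the list was at least 0.95 with 1 of the 8 libraries left out), the normalization (at least 1.21), library size (78 of the genes were upregulated with it as a covariate) and sex of the larvae (45 with roX1 and roX2 as a covariate). The 8 listed hosts without a protein product, in contrast, were each above 0, with a median of 0.40 (bootstrap interval 0.17 to 0.67), against 1.36 for the 53 snoRNA and snRNA genes inside them, which argues against their transcription as the whole cause and leaves a part of it open for these genes. Still open is better recovery of small RNAs in the knockdown libraries, because the classes differed: tRNA genes rose as well, with a median of 1.34 (153 of 170 above 0), whereas other small RNA genes did not, with a median of 0.073 (bootstrap interval −0.27 to 0.37; 41 of 81 above 0), so that the median of 1.06 for both classes together reflects the tRNA genes. Open, too, are the shift under NR, since the difference from wt clones under NR had a fry p of 0.154, and higher Myc activity, since no change of the ribosome biogenesis genes as a list was detectable (adjusted p = 0.337 with camera). The last 2 cannot be told apart from the knockdown here. Sex of the larvae stays open in part, because the sex markers roX1 and roX2 were not balanced between the groups. Their sum was 535 CPM in replicate 3 of the Tsc1 clones under NR and at most 5.61 CPM in the other replicates. It was 1360, 429 and 627 CPM in replicates 1, 2 and 3 of the knockdown clones and 1.89 CPM in replicate 4. With their level as a covariate, 45 snoRNA and snRNA genes were upregulated over the 29 libraries, against 79 without it.

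Between Tsc1 and wt clones on normal food, both kept at 25°C, the snoRNA and snRNA list was lower in Tsc1 clones over the 29 libraries, with a median log2 FC of −0.89 and 44 of 282 genes above 0 (adjusted p = 0.0165 with fry and 0.0687 with an estimated correlation). The median was −0.67 over the 31 libraries, at an adjusted p of 0.253 with fry in limma. Neither technical nor biological explanations were tested, and the genotype stays open.

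The heat shock list was higher upon knockdown in wt clones on normal food, with a median log2 FC of 1.73 and 14 of 16 genes above 0 (adjusted p = 0.00390 with fry; median 2.13 over the 31 libraries, adjusted p = 0.000961), and in Tsc1 clones its effect under NR differed from that on normal food. This difference had a median of −1.31, with 0 of 16 genes above 0, and a fry p of 0.00313 (adjusted p = 0.0282, limma). Over the 31 libraries the difference had a fry p of 0.0124 and an adjusted p of 0.112. The list's median was above 0 in 3 of the 4 knockdown comparisons and −0.073 in Tsc1 clones under NR. In wt clones on normal food, 1 of 14 alternatives of the gene list test over the 29 libraries fell back of the threshold, at an adjusted p of 0.110. Over the 31 libraries, 1 of 15 did, at an adjusted p of 0.395. The 12 hr shift to 30°C may raise these genes, but the shift and the knockdown cannot be told apart, because every knockdown library was shifted.

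The paper does not report w, whose log2 FC was 3.78 in Tsc1 clones on normal food over the 29 libraries. In 4 of the 4 knockdown comparisons, each shifted library was above each unshifted one, and in 2 of 4 over the 31. Release of Gal4 by the 12 hr shift to 30°C is a candidate explanation, as transgenes in flies often carry white as a marker; the test was found and run on the same data, so this stays a hypothesis.

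With the 2 unused libraries included, 442 genes were called upon knockdown in wt clones under NR, and 0 over the 29 libraries, where 498 had an unadjusted p under 0.05. Of the 35 splits of those 7 libraries, 7 gave as many called genes, the real one included. The count followed the unused replicate 3 of the knockdown clones: the 15 splits with it in the group of 3 gave 340 to 575 called genes, and the 20 others 0 or 1. Without replicate 2 of the wt clones under NR the 31 libraries gave 0 called genes.

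Transcripts of the glue gene ng2 were at 1450 CPM in replicate 3 of Tsc1 clones with foxo knockdown under NR, against at most 2.26 CPM in any other library. In the same library ng3 was at 3654 CPM and ng1, chosen after its values were seen, at 1441 CPM. Cells of the salivary gland in that clone stay open and cannot be told apart from other causes. Of the 8 listed glue genes, 1 had its highest level there, but 7 had over 3 counts in this library, with 36.9 CPM of Sgs3 and 16.5 CPM of Sgs4, and the sum of the list was the highest of the 31 libraries (1529 CPM, of which ng1 made up 1441). Replicates 3 and 4 of the Tsc1 clones under NR, where the list summed to 557 and 219 CPM, had more of Sgs3 and Sgs4. Sgs3 was at 130 and 65.2 CPM in these replicates, and Sgs4 at 41.9 and 20.1 CPM. The fat body list was highest in the same library as well, at 2786 CPM (median over libraries 8.73), with 1415 CPM of Lsp1beta and 549.9 CPM of Lsp2, so RNA of more than 1 other tissue is a candidate source. A biological cause was not tested.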

How the results depend on the processing

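The alternatives were set before the data were examined, except the level of roX1 and roX2 as a covariate, leaving out ribosomal RNA and unmatched genes, and each alternative combined with the 29 libraries, which were chosen after seeing the data. Apart from settings whose own construction explains a change (fewer genes, fewer libraries or a stricter threshold), the cause was not tested.

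Called genes without the alternatives were 8 in Tsc1 clones under NR, 4 in Tsc1 clones on normal food, 442 in wt clones under NR, 2 in wt clones on normal food, 15 between Tsc1 and wt clones, 2 between foods in wt clones, and 0 for each of the differences of the knockdown effect between genotypes (1034 at an unadjusted p under 0.05) and between foods (377), over the 31 libraries. They were 118, 8, 0 (498 at an unadjusted p under 0.05), 11, 164, 0 (721), 0 (556) and 0 (699) over the 29. Changed gene lists, at an adjusted p under 0.05 of 9 lists, numbered 1 in Tsc1 clones under NR, 1 in Tsc1 clones on normal food, 4 in wt clones under NR and 2 in wt clones on normal food over the 31 libraries and 4 in Tsc1 clones under NR, 3 in Tsc1 clones on normal food, 3 in wt clones under NR and 3 in wt clones on normal food over the 29.

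With upper-quartile normalization in place of TMM, the 31 libraries gave 0 called genes in Tsc1 clones under NR, 1 in Tsc1 clones on normal food, 2791 in wt clones under NR, 8 in wt clones on normal food, 0 between foods and 2601 for the difference between genotypes, 2 changed gene lists in Tsc1 clones under NR, 2 in wt clones under NR and 1 in wt clones on normal food, and a log2 FC of 3.05 for foxo in wt clones under NR. With DESeq2's Wald test, the 31 libraries gave 17 called genes in Tsc1 clones under NR, 40 in Tsc1 clones on normal food, 687 in wt clones under NR, 114 in wt clones on normal food, 236 between Tsc1 and wt clones, 14 between foods, 59 for the difference between genotypes and 11 for the difference between foods. In the 29 libraries it gave 66 called genes in Tsc1 clones on normal food, 52 in wt clones under NR, 172 in wt clones on normal food, 321 between Tsc1 and wt clones, 27 between foods, 26 for the difference between genotypes and 13 for the difference between foods, and 18 candidates called. With no expression filter, the 31 libraries gave 25 called genes in Tsc1 clones under NR, 23 between Tsc1 and wt clones and 4 for the difference between genotypes, 2 changed gene lists in Tsc1 clones on normal food, a log2 FC of 0.00612 for foxo in wt clones under NR, and an adjusted p of 0.97503 for the snoRNA and snRNA list in Tsc1 clones on normal food with the other direction. For the 29, the setting gave 3 candidates called. With only genes with at least 10 counts in every library, which leaves fewer genes to test, the 31 libraries gave 54 called genes in Tsc1 clones under NR, 0 in Tsc1 clones on normal food, 13 in wt clones on normal food, 86 between Tsc1 and wt clones and 1 between foods, 2 changed gene lists in Tsc1 clones on normal food, 1 in wt clones under NR and 0 in wt clones on normal food, and 1 candidate below 0 and 1 candidate called when adjusted over the list alone. The smaller set of 29 gave 1 called gene in Tsc1 clones on normal food, 40 in wt clones on normal food, 248 between Tsc1 and wt clones and 3 between foods, 2 changed gene lists in Tsc1 clones under NR, and 12 candidates below 0, 11 candidates called and 11 candidates called when adjusted over the list alone. With only the groups compared in the fit, and so fewer libraries, the 31 libraries gave 20 called genes in Tsc1 clones under NR, 0 in wt clones under NR, 0 in wt clones on normal food, 33 between Tsc1 and wt clones and 0 between foods, and 1 candidate called. The 29 libraries gave 20 called genes in Tsc1 clones under NR, 14 in wt clones under NR and 0 in wt clones on normal food, and 15 candidates below 0, 1 candidate called and 14 candidates called when adjusted over the list alone. With 1 surrogate variable as a covariate, the 31 libraries gave 16 called genes in Tsc1 clones under NR, 0 in wt clones under NR, 1 in wt clones on normal food, 60 between Tsc1 and wt clones, 1 between foods and 1 for the difference between genotypes, 2 changed gene lists in Tsc1 clones under NR and 1 in wt clones on normal food, and a log2 FC of 0.0521 for foxo in wt clones under NR. In the 29 libraries it gave 23 called genes in wt clones on normal food. With an adjusted p under 0.05 as the threshold, a stricter one, the 31 libraries gave 0 called genes in Tsc1 clones under NR, 0 in Tsc1 clones on normal food, 1 in wt clones under NR, 4 between Tsc1 and wt clones and 1 between foods. For the 29, the setting gave 19 called genes in Tsc1 clones under NR, 1 in Tsc1 clones on normal food, 2 in wt clones on normal food and 27 between Tsc1 and wt clones, and 0 candidates called. With the level of the dosage compensation RNAs roX1 and roX2 as a covariate, the 31 libraries gave 3 called genes in Tsc1 clones under NR, 0 in Tsc1 clones on normal food, 0 in wt clones under NR, 24 between Tsc1 and wt clones and 1 between foods, a snoRNA and snRNA share of 33.3% of the upregulated genes, a log2 FC of −0.19 for Tsc1 in Tsc1 clones under NR, and a log2 FC of 0.0684 for foxo in wt clones under NR. The smaller set of 29 gave 54 called genes in Tsc1 clones under NR, 2 changed gene lists in Tsc1 clones under NR and 1 in Tsc1 clones on normal food, and 0 candidates called. With the 29 libraries in place of the 31, there were 118 called genes in Tsc1 clones under NR, 8 in Tsc1 clones on normal food, 0 in wt clones under NR, 11 in wt clones on normal food, 164 between Tsc1 and wt clones and 0 between foods, 4 changed gene lists in Tsc1 clones under NR and 3 in Tsc1 clones on normal food, 7 candidates called, and a log2 FC of 0.22 for foxo in wt clones under NR.

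With snoRNA and snRNA genes left out of the table, the 31 libraries gave 0 changed gene lists in Tsc1 clones under NR and 2 in wt clones under NR. In the 29 libraries it gave 9 called genes in Tsc1 clones under NR and 85 between Tsc1 and wt clones, and 0 candidates called. With fry in place of camera, the 31 libraries gave 0 changed gene lists in Tsc1 clones under NR, 0 in wt clones under NR and 1 in wt clones on normal food. For the 29, the setting gave 2 changed gene lists in Tsc1 clones under NR, 1 in Tsc1 clones on normal food, 1 in wt clones under NR and 1 in wt clones on normal food. With edgeR's likelihood ratio test, the 31 libraries gave 11 called genes in Tsc1 clones on normal food, 687 in wt clones under NR, 52 in wt clones on normal food, 173 between Tsc1 and wt clones, 5 between foods, 27 for the difference between genotypes and 5 for the difference between foods. The smaller set of 29 gave 17 called genes in Tsc1 clones on normal food, 1 in wt clones under NR, 96 in wt clones on normal food, 260 between Tsc1 and wt clones, 6 between foods, 2 for the difference between genotypes and 6 for the difference between foods, and 20 candidates called. With DESeq2's size factors in place of TMM, the 31 libraries gave 941 called genes in wt clones under NR and 29 between Tsc1 and wt clones, and a log2 FC of 0.13 for foxo in wt clones under NR. The 29 libraries gave 6 called genes in wt clones on normal food, and 1 changed gene list in Tsc1 clones on normal food. With log10 library size as a covariate, the 31 libraries gave 134 called genes in wt clones under NR, 0 in wt clones on normal food, 5 between Tsc1 and wt clones and 0 between foods. In the 29 libraries it gave 2 called genes in wt clones on normal food and 1 between foods. With p under 0.0025 and no fold change threshold, the 31 libraries gave 249 called genes in wt clones under NR. With counts that were not rounded, the 31 libraries gave a log2 FC of 0.0115 for foxo in wt clones under NR. With ribosomal RNA and unmatched genes left out of the table, the 31 libraries gave 24 called genes between Tsc1 and wt clones, and a log2 FC of 0.0128 for foxo in wt clones under NR. The 29 libraries gave 65 called genes in Tsc1 clones under NR and 103 between Tsc1 and wt clones, and 4 candidates called. With an estimated correlation in camera, the 31 libraries gave 0 changed gene lists in wt clones under NR and 1 in wt clones on normal food. In the 29 libraries it gave 2 changed gene lists in Tsc1 clones under NR, 1 in Tsc1 clones on normal food, 1 in wt clones under NR and 1 in wt clones on normal food.

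Genes upregulated and downregulated in Tsc1 against wt clones over the 31 libraries were 6 and 9 with TMM, 7 and 22 with DESeq2's size factors, 3 and 7 with upper-quartile normalization, and 7 and 17 without ribosomal RNA and unmatched genes; in wt clones on normal food they were 0 and 2 with TMM and 3 and 5 with upper-quartile normalization. Depth limits the candidates with at most 3 counts in each knockdown library, for which the fold is only a lower bound, and replicate 4 of wt on normal food, with 2597196 counts.

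Replicate numbers did not pair the libraries: among 105 pairs of libraries with the same number, the median correlation of deviations from the group means was 0.0085, with 25 over 0.1, and among 315 other pairs it was −0.0036, with 57 over 0.1. With the replicate number as a block, the 31 libraries gave 1 called gene in Tsc1 clones under NR, 0 in wt clones under NR, 0 in wt clones on normal food, 6 between Tsc1 and wt clones and 0 between foods. The block gave over the 29 libraries 2 called genes between foods. The block changed no other count by over 1.5 times.

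Leaving out 1 library at a time from the groups compared gave these ranges. Over the 31 libraries, there were called genes in Tsc1 clones under NR from 0 (without Tsc1 under NR replicate 1) to 15 (without Tsc1 foxo knockdown under NR replicate 2), changed gene lists in Tsc1 clones under NR from 1 (without Tsc1 under NR replicate 1) to 4 (without Tsc1 under NR replicate 3), called genes in Tsc1 clones on normal food from 0 (without Tsc1 on normal food replicate 1) to 3 (without Tsc1 on normal food replicate 4), the adjusted p of the snoRNA and snRNA list in Tsc1 clones on normal food from 0.00598 (without Tsc1 on normal food replicate 3) to 0.922 (without Tsc1 foxo knockdown on normal food replicate 2) and changed gene lists in Tsc1 clones on normal food from 1 (without Tsc1 on normal food replicate 1) to 3 (without Tsc1 on normal food replicate 3). Other ranges over the 31 libraries were called genes in wt clones under NR from 0 (without wt under NR replicate 2) to 927 (without foxo knockdown under NR replicate 1), the log2 FC of foxo in wt clones under NR from −0.50 (without foxo knockdown under NR replicate 1) to 0.22 (without foxo knockdown under NR replicate 3), the log2 FC of CHES-1-like in wt clones under NR from −4.48 (without wt under NR replicate 2) to 0.14 (without wt under NR replicate 4), called genes in wt clones on normal food from 0 (without wt on normal food replicate 4) to 19 (without wt on normal food replicate 1) and the log2 FC of msd1 in wt clones on normal food from −9.20 (without wt on normal food replicate 2) to 0.0797 (without wt on normal food replicate 4). Further ranges, with the 31 libraries, were the adjusted p of the snoRNA and snRNA list in wt clones on normal food from 1.07e-05 (without wt on normal food replicate 4) to 0.984 (without wt on normal food replicate 3), changed gene lists in wt clones on normal food from 1 (without wt on normal food replicate 2) to 3 (without wt on normal food replicate 4), called genes between Tsc1 and wt clones from 5 (without Tsc1 on normal food replicate 1) to 18 (without wt on normal food replicate 1), the log2 FC of Art1 between Tsc1 and wt clones from −7.02 (without wt on normal food replicate 1) to 0.24 (without wt on normal food replicate 4) and the log2 FC of msd1 between Tsc1 and wt clones from −8.83 (without wt on normal food replicate 1) to 0.45 (without wt on normal food replicate 4). The last ranges over the 31 libraries were called genes between foods from 0 (without wt under NR replicate 1) to 2 (without wt on normal food replicate 1), the log2 FC of Art1 between foods from −7.19 (without wt on normal food replicate 1) to 0.0704 (without wt on normal food replicate 4), the log2 FC of msd1 between foods from −8.23 (without wt on normal food replicate 2) to 1.06 (without wt on normal food replicate 4), called genes for the difference between genotypes from 0 (without wt under NR replicate 1) to 274 (without foxo knockdown under NR replicate 1) and called genes for the difference between foods from 0 (without Tsc1 under NR replicate 1) to 3 (without Tsc1 foxo knockdown under NR replicate 4). With the 29 libraries, there were called genes in Tsc1 clones under NR from 9 (without Tsc1 under NR replicate 2) to 151 (without Tsc1 foxo knockdown under NR replicate 2), candidates called from 0 (without Tsc1 under NR replicate 1) to 7 (without Tsc1 foxo knockdown under NR replicate 4), called genes in Tsc1 clones on normal food from 1 (without Tsc1 on normal food replicate 1) to 9 (without Tsc1 foxo knockdown on normal food replicate 4), the adjusted p of the snoRNA and snRNA list in Tsc1 clones on normal food from 8.74e-05 (without Tsc1 on normal food replicate 3) to 0.765 (without Tsc1 on normal food replicate 4) and changed gene lists in Tsc1 clones on normal food from 1 (without Tsc1 on normal food replicate 1) to 4 (without Tsc1 on normal food replicate 3). Ranges over the 29 libraries also were called genes in wt clones on normal food from 0 (without wt on normal food replicate 3) to 96 (without wt on normal food replicate 1), the log2 FC of foxo in wt clones on normal food from −0.47 (without wt on normal food replicate 3) to 0.13 (without wt on normal food replicate 1), called genes between Tsc1 and wt clones from 32 (without Tsc1 on normal food replicate 2) to 201 (without wt on normal food replicate 1), called genes between foods from 0 (without wt under NR replicate 2) to 3 (without wt on normal food replicate 3) and called genes for the difference between foods from 0 (without Tsc1 under NR replicate 2) to 2 (without Tsc1 under NR replicate 1).

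For the 58 results of the 31 libraries on single genes other than foxo, whose values are given above, and on single gene lists, 892 values came from alternatives: 762 kept direction and side of the threshold, 113 fell back of it, 15 passed it and 2 changed direction. For the 54 of the 29 libraries, of 807 values 709 kept direction and side of the threshold, 65 fell back of it, 33 passed it and 0 changed direction. With 1 library left out, of 451 values over the 31 libraries 346 kept direction and side of the threshold, 87 fell back of it, 9 passed it and 9 changed direction, and of 409 over the 29, 336 kept direction and side of the threshold, 61 fell back of it, 10 passed it and 2 changed direction.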

Differences from the paper's values

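The alternatives in combination with the 29 libraries were chosen only after the result was seen. The paper's count of downregulated genes upon foxo knockdown in Tsc1 clones under NR was 24, against 7 over the 29 libraries. Over these libraries, the alternatives that closed the gap, all chosen after seeing the values in combination with the 29 libraries, were DESeq2's Wald test (26), edgeR's likelihood ratio test (23), at least 10 counts in every library (18) and leaving out replicate 4 of the knockdown clones (20). Over the 31 libraries, it was 0, and none of the alternatives set before the data were examined closed the gap. The paper's count of upregulated genes, 128, stands against 8 over the 31 libraries; the 29 libraries give 111, and no other alternative set before the data were examined closed the gap.

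For the Venn diagram of Fig. 1C, read by eye, the paper shows about 18 genes in Tsc1 clones on normal food, against 8 over the 29 libraries and 4 over the 31. The likelihood ratio test over the 29 libraries gave 17, and was chosen in combination with them after seeing the values; none of the alternatives set before the data were examined closed the gap over the 31. For wt clones under NR, the paper shows about 1 gene in Fig. 1C, read by eye, against 0 over the 29 libraries and 442 over the 31. The likelihood ratio test over the 29 libraries gave 1, chosen in combination after seeing the values, and an adjusted p under 0.05 over the 31 gave 1. For wt clones on normal food, the paper shows about 110 genes in Fig. 1C, read by eye, against 11 over the 29 libraries and 2 over the 31. Over the 29 libraries, the likelihood ratio test and leaving out replicate 1 of the wt clones each gave 96, chosen in combination after seeing the values, and over the 31, DESeq2's Wald test gave 114.

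The paper states that most upregulated genes in Tsc1 clones under NR are snoRNA and snRNA genes, and their share was 71.2% over the 29 libraries and 25% over the 31. The paper proposes that foxo knockdown relieves the inhibition of myc expression under NR, and the log2 FC of Myc was 0.33 over the 29 libraries and 0.32 over the 31. With the likelihood ratio test over the 29 libraries, chosen in combination after seeing the values, 20 candidates were called, and with DESeq2's Wald test 18.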

Other observations

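The tests on differentiating cells in 1 Tsc1 library and on the 2 unused libraries were chosen only after the result was seen.

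The fewer called genes with the 2 unused libraries included (118 without both, 8 with both) have as a candidate explanation the spread that 1 of them brings to the shared estimate, which is argued against for either alone. With foxo knockdown replicate 3 under NR alone left out, 26 genes were called in Tsc1 clones under NR, and with wt replicate 4 on normal food alone left out, 11. The biological coefficient of variation was 0.897 and 0.879 in those fits.

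For the 24 candidates lower upon foxo knockdown in Tsc1 clones under NR, 1 Tsc1 library is argued against as the source, since without 1 of these libraries at most 3 candidates passed above −0.8. Among the knockdown libraries, leaving out replicate 3 moved the most candidates above −0.8, 4, with all 23 still below 0. The glue and fat body lists summed highest in the same replicate, so a part played by that library stays open for those 4. The shift to 30°C stays open for these genes. On the same shift, 11 of 23 were below 0 in Tsc1 clones on normal food (median log2 FC 0; 11 of 21 over the 31 libraries). In wt clones under NR, 14 of 23 were (median −0.13; 16 of 21 and −0.55 over the 31). In wt clones on normal food, 12 of 23 were (median −0.02; 11 of 21 and −0.07 over the 31). Adjusted over the list alone, 1, 0 and 10 were called in the same order over the 29 libraries, and 0, 4 and 8 over the 31. The study chose the candidates on these libraries for being low in Tsc1 clones under NR. They went both ways on the shift, so these numbers do not decide it. Fewer differentiating cells in the knockdown clones could be a candidate explanation: the median log2 FC of the photoreceptor genes was −0.84 (bootstrap interval −2.70 to 0.12; −0.81 over the 31 libraries), but it was 1.58 without replicate 2 of the Tsc1 clones. Differentiating cells in that library alone are argued against, as 20 of 23 candidates were below −0.8 without it. A role of FoxO at these genes stays open as untested.

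Loss of the Tsc1 transcript with the early stop codon in Tsc1 clones stays open, because the foods differed. On normal food, the libraries of Tsc1 and wt clones overlapped, with a log2 FC of 0.14 over the 29 libraries and −0.69 over the 31. Under NR, each of the 4 Tsc1 libraries (16.2 to 21.5 CPM) was below each of the 4 wt libraries (22.3 to 42.3 CPM), a difference of −0.55 in mean log2 CPM (exact permutation test, 2-sided p = 0.0286, the smallest that 4 against 4 allow).

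Counts of called genes were compared with those of other splits of the same libraries into groups of the same size, with the real split included in each number. Over the 29 libraries, 1 of 35 splits gave as many genes in Tsc1 clones under NR, 1 of 35 in Tsc1 clones on normal food, 3 of 35 in wt clones on normal food and 1 of 35 between Tsc1 and wt clones, with 35 of 35 between foods in wt clones, where 0 genes were called (721 at an unadjusted p under 0.05), and 50 of 50 for the difference between foods. Where the number is 1, no other split gave as many; the largest other count over the 29 libraries was 90 in Tsc1 clones under NR (118 in the real split), 1 in Tsc1 clones on normal food (8) and 39 between Tsc1 and wt clones (164). The wt clones under NR were not split, with 2 libraries in 1 group. Over the 31 libraries, 5 of 35 splits gave as many in Tsc1 clones under NR, 1 of 35 in Tsc1 clones on normal food, 7 of 35 in wt clones under NR, 35 of 35 in wt clones on normal food, 1 of 35 between Tsc1 and wt clones, 35 of 35 between foods, and 50 of 50 for each difference of the knockdown effect. The same splits were compared by the number of genes at an unadjusted p under 0.05. With the 29 libraries, 11 of 35 splits gave as many in Tsc1 clones under NR (849 in the real split and up to 1185 in another), 4 of 35 in Tsc1 clones on normal food, 17 of 35 in wt clones on normal food, 1 of 35 between Tsc1 and wt clones, 19 of 35 between foods and 34 of 50 for the difference between foods. Over the 31, these were 11, 1, 18, 1, 20 and 30 in the same order, with 5 of 35 in wt clones under NR and 8 of 50 for the difference between genotypes.

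Between Tsc1 and wt clones on normal food, scyl (FBgn0041094, chromosome 3L, 11252307 to 11256172, + strand) had a log2 FC of 2.61 over the 29 libraries (standard error 0.35, adjusted p = 0.000384 from edgeR's quasi-likelihood test; 2305 ± 1077 against 379 ± 89.0 CPM, SD) and 2.52 over the 31 (adjusted p = 0.000429). chrb (FBgn0036165, chromosome 3L, 11487550 to 11499055, + strand) had one of 2.91 (standard error 0.40, adjusted p = 0.000384) and 3.12 over the 31 (adjusted p = 0.0777). Myc had a log2 FC of −1.105 (adjusted p = 0.162; −0.78 over the 31 libraries, adjusted p = 0.650).

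Upon foxo knockdown in wt clones on normal food, Myc was lower over the 29 libraries, at 198 ± 37.4 against 417 ± 106 CPM (SD, n = 4 and 3), a log2 FC of −1.07 (exact permutation test, 2-sided p = 0.0286, the smallest that 4 against 3 allow; adjusted p = 0.364 from edgeR's quasi-likelihood test). It was −0.77 over the 31 libraries (exact p = 0.371). In wt clones under NR, the log2 FC of Myc was −0.58 over the 29 libraries (exact p = 0.4) and 0.52 over the 31 (exact p = 0.8), and in Tsc1 clones on normal food it was 0.24 (exact p = 0.457) and 0.22 (exact p = 0.543). No explanation was tested for these values.

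For Tsc1 clones with foxo knockdown under NR, the genes behind the paper's RT-qPCR had log2 FCs of 0.32 (Hsc70-3, adjusted p = 0.962), 0.09 (PEK) and 0.18 (Xbp1, of which the paper measured the spliced form) over the 29 libraries, and 0.31, 0.06 and 0.16 over the 31. Cnx99A, which the paper measured by antibody staining, had one of −0.06 over the 29 libraries and −0.09 over the 31. The paper's RT-qPCR used whole eye discs that were mutant for Tsc1 or for Tsc1 and foxo. Its staining set mutant clones against the wild-type tissue around them. Neither is the same as the comparison of single clones with and without knockdown made here. Among the other lists in this comparison, snoRNP proteins had a median of −0.31 (adjusted p = 0.337), snoRNA host genes 0.40 with 8 of 8 above 0 (adjusted p = 0.0396 with camera, which did not hold with fry at 0.409) and ribosome biogenesis genes 0.03. Heat shock genes had medians of 0.59 in Tsc1 clones on normal food (15 of 16 above 0; adjusted p = 0.000287 with fry) and 0.81 in wt clones under NR (adjusted p = 0.0367 with fry). These medians over the 31 libraries were 0.57 (adjusted p = 0.00456 with fry) and 0.57 (adjusted p = 0.184 with fry, no longer under 0.05).

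The marker lists, as summed CPM, had their highest library at 2786 for fat body (replicate 3 of Tsc1 clones with foxo knockdown under NR; median over libraries 8.73), 286 for glia (median 110), 210 for hemocytes (median 31.1), 56.99 for muscle (median 9.94), 1451 for photoreceptors (median 127), 3607 for progenitors (replicate 3 of foxo knockdown in wt clones under NR; median 1142), 1529 for the salivary gland (replicate 3 of Tsc1 clones with foxo knockdown under NR; median 1.93) and 1441 for the sex markers (replicate 3 of wt clones under NR; median 5.61). Over 3 counts in a share of at least 0.5 of the libraries were 4 of 6 fat body, 3 of 5 glia, 5 of 7 hemocyte, 5 of 5 muscle, 8 of 8 photoreceptor, 6 of 6 progenitor and 1 of 8 salivary gland genes. In Tsc1 clones under NR, the medians upon knockdown were 0.88 for fat body, 0.16 for glia, 0.29 for hemocytes, 0.80 for muscle, 0.06 for progenitors and −2.38 for salivary gland genes.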
